# Aberrant over-expression of COX-1 intersects multiple pro-tumorigenic pathways in high-grade serous ovarian cancer

**DOI:** 10.18632/oncotarget.3860

**Published:** 2015-05-04

**Authors:** Andrew J. Wilson, Oluwole Fadare, Alicia Beeghly-Fadiel, Deok-Soo Son, Qi Liu, Shilin Zhao, Jeanette Saskowski, Md. Jashim Uddin, Cristina Daniel, Brenda Crews, Brian D. Lehmann, Jennifer A. Pietenpol, Marta A. Crispens, Lawrence J. Marnett, Dineo Khabele

**Keywords:** high-grade serous ovarian cancer, cyclooxygenase-1, cell migration/invasion, pro-tumorigenic pathways

## Abstract

Cyclooxygenase-1 (COX-1) is implicated in ovarian cancer. However, patterns of COX expression and function have been unclear and controversial. In this report, patterns of COX-1 and COX-2 gene expression were obtained from RNA-seq data through The Cancer Genome Atlas. Our analysis revealed markedly higher COX-1 mRNA expression than COX-2 in high-grade serous ovarian cancers (HGSOC) and higher COX-1 expression in HGSOC tumors than 10 other tumor types. High expression of COX-1 in HGSOC tumors was confirmed in an independent tissue microarray. In contrast, lower or similar expression of COX-1 compared to COX-2 was observed in endometrioid, mucinous and clear cell tumors. Stable COX-1 knockdown in HGSOC-representative OVCAR-3 ovarian cancer cells reduced gene expression in multiple pro-tumorigenic pathways. Functional cell viability, clonogenicity, and migration/invasion assays were consistent with transcriptomic changes. These effects were reversed by stable over-expression of COX-1 in SKOV-3 cells. Our results demonstrate a distinct pattern of COX-1 over-expression in HGSOC tumors and strong association of COX-1 with multiple pro-tumorigenic pathways in ovarian cancer cells. These findings provide additional insight into the role of COX-1 in human ovarian cancer and support further development of methods to selectively target COX-1 in the management of HGSOC tumors.

## INTRODUCTION

Ovarian cancer is the most lethal gynecologic malignancy with high-grade serous ovarian cancer (HGSOC) representing the most common and biologically aggressive histological subtype [1, 2]. Frequent late stage presentation of disease and the high incidence of relapse following standard platinum-based therapy points to an urgent need for more effective diagnostic, preventive, and therapeutic strategies. HGSOC harbor alterations in the tumor suppressor gene, *TP53 (>95%)* and defects in homologous recombination DNA repair genes *(~50%)*, but otherwise are molecularly heterogeneous tumors with no other clear molecular targets.

The cyclooxygenase-1 (COX-1) enzyme was suggested as a potential molecular target in ovarian cancer when it was first reported as a tumor-associated antigen over 20 years ago [3, 4]. COX-1 and COX-2 are rate-limiting enzymes in the early steps of prostaglandin (PG) biosynthesis and convert the fatty acid arachidonic acid (AA) to biologically active PGs and thromboxane A_2_ [5, 6]. Pro-tumorigenic functions of COX-generated PGs include increased tumor cell growth, avoidance of apoptosis, angiogenesis, epithelial-mesenchymal transition (EMT), and promotion of an endothelial immune barrier preventing cytotoxic T cell infiltration into tumors [7–9]. Older paradigms viewed COX-1 as a constitutive ubiquitous “housekeeping” enzyme associated with physiologic PGs, and COX-2 as an inducible enzyme whose over-expression is linked to production of pathophysiological PGs and cancer. In a paradigm shift, our group and others have revealed that COX-1, rarely COX-2, is over-expressed in multiple human and mouse models of ovarian cancer [10–13]. Further, a potential pro-tumorigenic role for COX-1 in ovarian cancer is inferred by the ability of COX-1 inhibitors to suppress ovarian tumorigenesis in these models. In contrast, selective COX-2 inhibitors are relatively ineffective [10–12, 14–17]. Other groups have shown a role for COX-2 and use of COX-2 inhibitors in ovarian tumors and cell lines [18–22]. However, many of the COX-2 studies did not assess COX-1, due to the assumption that it was a “housekeeping” gene. Moreover, most of the previous studies were limited by reliance solely on protein expression of COX enzymes, with potential discrepancies from antibody cross-reactivity. Dependence on COX-1 inhibitors with poor bioavailability and potency to infer tumor cell autonomous effects of COX-1 has also been a limitation. These inconsistent results also suggest temporal, contextual, and tissue-dependent functions, for COX-1 and COX-2, including differences in histological subtype [7].

Conflicting epidemiological studies of COX inhibitors have added to the controversy. A pooled analysis of 12 epidemiological studies revealed that regular use of the COX inhibitors aspirin and non-steroidal anti-inflammatory drugs (NSAIDs) was associated with decreased ovarian cancer risk [23]. Other studies have produced contradictory results [24, 25]. Furthermore, a recent report showed no evidence that aspirin and NSAIDs improve survival in women with ovarian cancer [26]. This survival study was limited by only assessing pre-diagnosis, not post-diagnosis use. All of these studies are limited by the fact that no commercially available potent and selective COX-1 inhibitors exist in the United States. Despite an apparent paradigm shift showing preclinical promise for COX-1 as a molecular target, the precise role of COX-1 in ovarian cancer remains unclear. This lack of clarity and controversial results have hampered the clinical development of COX-1 as a diagnostic, chemopreventive, and therapeutic target. If COX-1 is indeed a viable molecular target in ovarian cancer, these controversies will need to be addressed.

In this study, we used The Cancer Genome Atlas (TCGA) dataset and our own tumor bank to demonstrate that COX-1 gene and protein expression levels are distinctly elevated in HGSOC tumors compared to other tumor types, including other histological subtypes of ovarian cancer. Second, we generated unique, stable isogenic cell line models, shRNA-mediated down-regulation (OVCAR-3) and vector-mediated over-expression (SKOV-3), to demonstrate that down-regulating COX-1 gene expression inhibits multiple pro-tumorigenic pathways in a coordinated fashion. Finally, we validated that knockdown of COX-1 inhibits pro-tumorigenic functions such as cell viability, clonogenicity, and migration/invasion in COX-1 expressing ovarian cancer cells. Taken together, these results address some of the existing gaps in knowledge, establish a conceptual framework for the role of COX-1 in HGSOC tumors, and provide additional support for COX-1 as an attractive molecular target in ovarian cancer.

## RESULTS

### COX-1 has a distinct pattern of over-expression in HGSOC tumors

First, to determine patterns of expression of *COX-1* and *COX-2* measured by RNA-seq, we extracted data from the TCGA database in which HGSOC tumors are the only histological type of ovarian cancer [27]. COX-1 mRNA levels were significantly higher than those of COX-2 in HGSOC tumors (log2 transformed counts of 12.5 ± 1.2 and 5.6 ± 1.6 respectively, mean ± SD, *p* < 0.0001, Mann-Whitney test) (Figure 1A). Furthermore, COX-1 mRNA was more highly expressed in HGSOC tumors than in any other PANCAN tumor (*p* < 0.0001, Mann-Whitney test) (Figure 1B). In contrast, COX-2 mRNA expression in HGSOC tumors was significantly reduced compared to all other tumor types (*p* < 0.01, Mann-Whitney test) with the exception of BRCA tumors, where lower COX-2 mRNA levels were detected (*p* < 0.0001, Mann-Whitney test).

**Figure 1:**
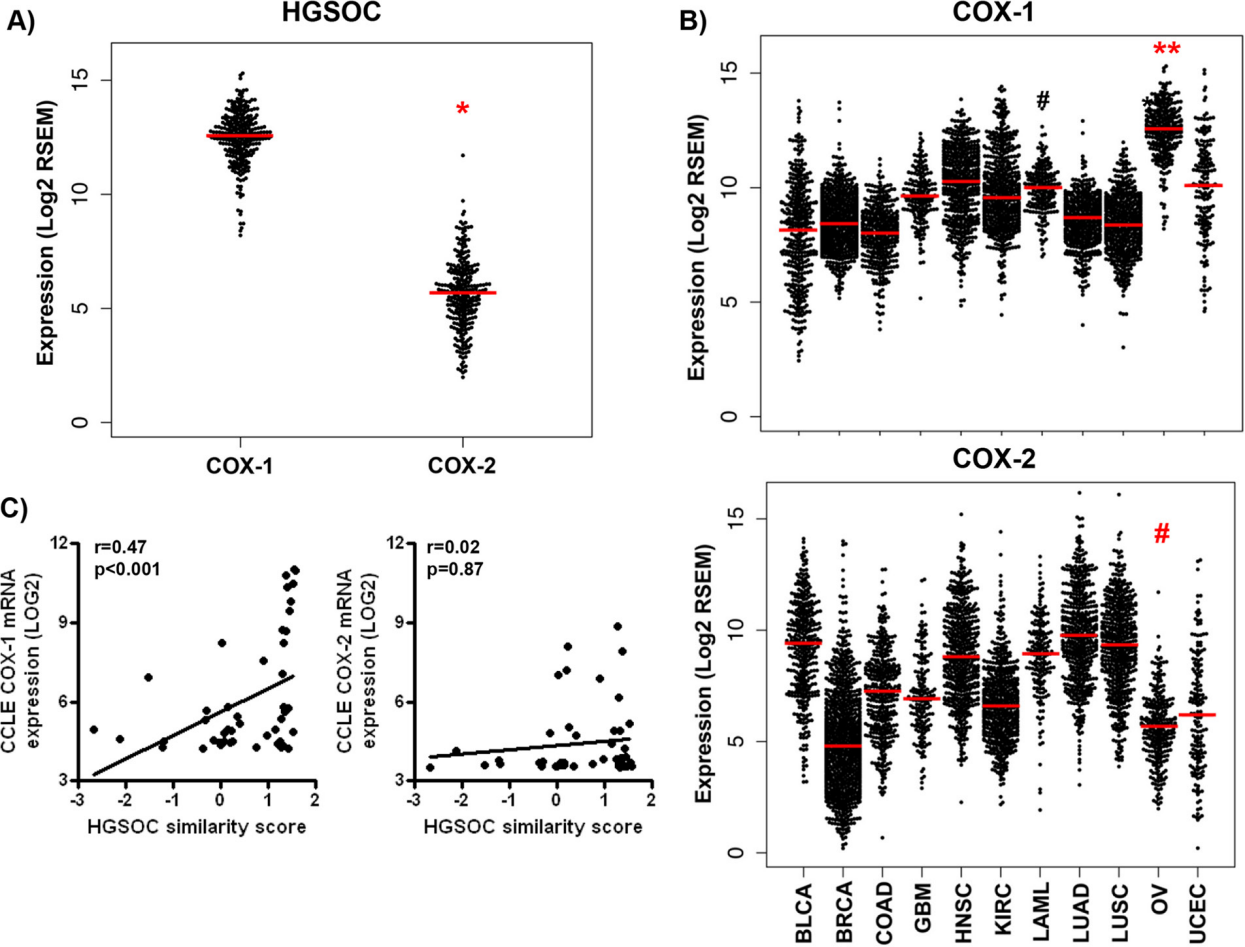
COX-1 mRNA is over-expressed in high-grade serous ovarian tumors and representative cell lines RNA-seq analysis of COX-1 and COX-2 expression in TCGA tumors. RSEM-normalized RNA-seq values for COX-1 and COX-2 for **A.** ovarian serous cancers (OV) and **B.** the full panel of PANCAN tumors were downloaded from cBioPortal. RSEM values were log2-transformed and plotted with the R package beeswarm (median indicated by red bar). *P* values were determined by the Mann-Whitney test; *p < 0.0001 compared to COX-1; **p < 0.0001 compared to all other tumor types; ^#^*p* < 0.01 compared to all other tumor types. Expression of **C.** COX-1 and **D.** COX-2 mRNA in 47 ovarian cancer cell lines extracted from the Broad Institute CCLE repository (http://www.broadinstitute.org/ccle). Raw mRNA data were log2-transformed. Expression was correlated by Spearman correlation with the published HGSOC similarity score for ovarian cancer cells.

Next, we examined levels of COX-1 and COX-2 mRNA in ovarian cancer cell lines represented in publically available resources. Microarray data from the NCI 60 cell line repository indicates that the ovarian cancer cell lines, OVCAR-3 and OVCAR-4, which are molecularly similar to HGSOC tumors [28], have the highest basal expression of COX-1 mRNA among all 60 cell lines in the panel (Supplementary Table S1). In contrast, COX-2 mRNA expression is relatively lower in ovarian cancer cells compared to other cell lines (Supplementary Table S2). We observed a similar pattern of effect in a larger panel of cell lines, available from the Broad-Novartis CCLE repository (Figure 1C and Supplementary Figure S1). In 47 unique CCLE ovarian cancer cell lines previously annotated through an HGSOC “similarity score” [29], there was a significant positive association between COX-1 mRNA expression and the HGSOC score, indicative of higher COX-1 expression in cell lines most representative of the serous subtype (Figure 1C). In contrast, there was no significant association between COX-2 and the HGSOC score.

To determine if patterns of COX-1 and COX-2 mRNA expression are similar at the protein level, we performed immunohistochemistry (IHC) staining of a tissue microarray (TMA) of ovarian cancer samples from an independent dataset generated in our laboratory [30] (Supplementary Table S3). Stratified staining data (high, moderate, or weak) for COX-1 and COX-2 in low-grade (grade 1) and high-grade (grade 2/3) serous, endometrioid, mucinous and clear cell tumors, and corresponding statistical analysis, are shown in Table 1. We found that COX-1 protein was moderately to highly expressed in 99% of high-grade tumors, where it was confined to the epithelium, and was co-expressed with the HGSOC markers PAX8 and mutant p53 (Figure 2A–2C). In contrast, COX-2 was located in both the epithelium and stroma, had wide variation in expression levels in high-grade tumors, and was highly expressed in endometrioid and mucinous tumors (Figure 2A–2B). COX-1 expression was significantly higher than COX-2 in high-grade tumors and across all serous tumors compared to endometrioid, mucinous and clear cell tumors. In the relatively small number of representative clear cell tumors, expression of COX-1 and COX-2 was not significantly different.

**Figure 2:**
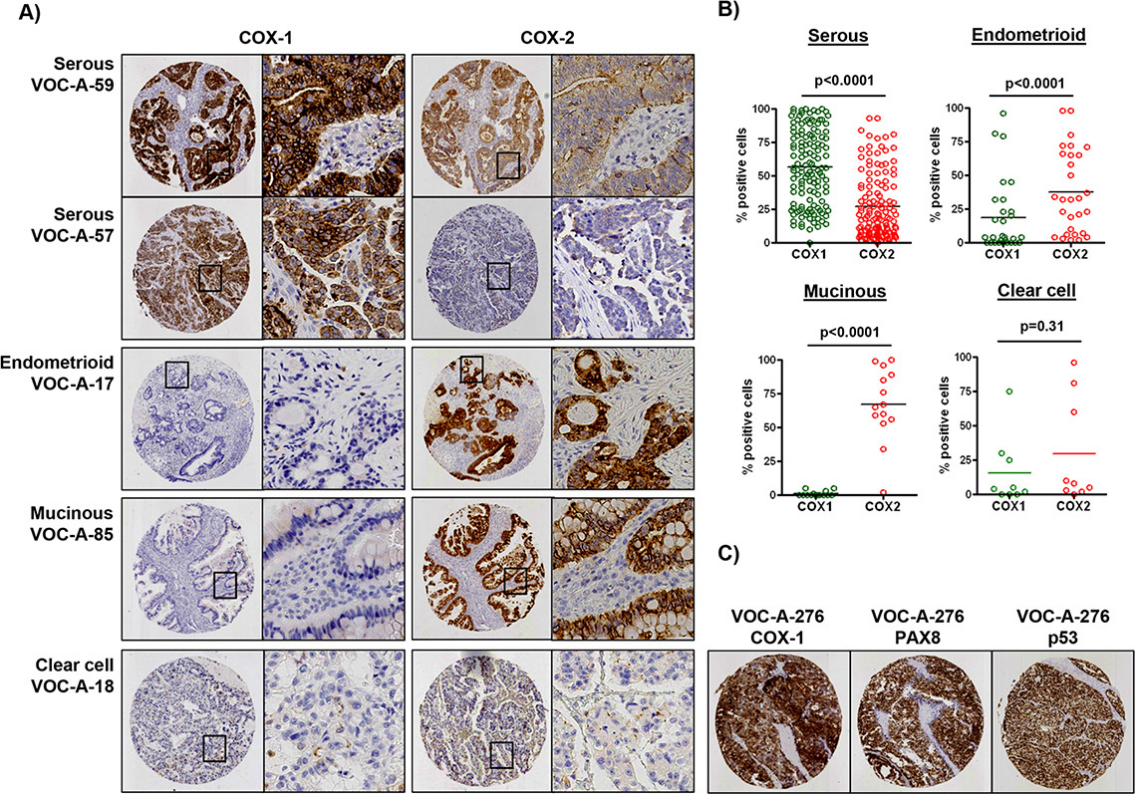
Differential protein expression of COX-1 and COX-2 in ovarian cancer histological subtypes **A.** Representative sections from a TMA of 209 ovarian tumors after immunostaining with COX-1 and COX-2. The percentage of tumor cells positive for COX-1 or COX-2 was determined by automated image analysis. **B.** Plots show the percentage of COX-1 and COX-2 positive tumor cells in serous, endometrioid, mucinous and clear cell tumors. **C.** Co-expression of COX-1, PAX8 and p53 in a representative serous tumor. *P* values were determined by the Mann-Whitney test.

**Table 1:** Clinical characteristics and expression of COX-1 and COX-2 in ovarian cancer tumors

Ovarian Carcinomas	COX-1 Staining		COX-2 Staining		*P*-value*
	*N*	%	*N*	%	
By Histologic Subtype					
**Serous**^a^					<**0.001**
High	77	58.8	27	20.6	
Moderate	53	40.5	61	46.6	
Weak	1	0.8	43	32.8	
**Endometrioid**^b^					**0.021**
High & Moderate	10	40.0	10	76.0	
Weak	15	60.0	15	24.0	
**Mucinous**^c^					<**0.001**
High & Moderate	0	0.0	13	92.9	
Weak	14	100.0	1	7.1	
**Clear cell**					0.620
High & Moderate	2	22.2	4	44.4	
Weak	7	77.8	5	55.6	
**Serous Tumors, By Grade**					
**High Grade Serous (Grade 2&3)**					<**0.001**
High & Moderate	111	99.1	71	63.4	
Weak	1	0.9	41	36.6	
**Low Grade Serous (Grade 1)**					0.490
High & Moderate	19	100.0	17	89.5	
Weak	0	0.0	2	10.5	

* *P*-value from the χ^2^ test, except when expected cell counts were ≤5, in which case Fishers’ Exact test was used. High = >50% positive tumor cells; Moderate = 10–50% positive tumor cells; Weak = < 10% positive tumor cells. Missing data:

a 9/140 serous tumor spots missing from TMA;

b 2/27 endometrioid tumor spots missing;

c 1/15 mucinous tumor spots missing.

In a subset of HGSOC tumors from which quality RNA was extracted from paraffin blocks, we confirmed robust COX-1 mRNA expression (Supplementary Figure S2A). Further, there was a strong association between mRNA and protein expression of COX-1 (Spearman r = 0.7, *p* < 0.0001) (Supplementary Figure S2B). A similar association was observed for COX-2 mRNA and protein levels (Spearman r = 0.69, *p* < 0.0001).

We evaluated patterns of COX-1 protein expression by Western blot in well-established ovarian cell lines. We confirmed that cell lines representative of HGSOC tumors such as OVCAR-3 and OVCAR-4 had elevated COX-1 protein levels compared to SKOV-3 cells, which are poorly representative of HGSOC tumors [28, 29] (Supplementary Figure S2C). COX-1 was also highly expressed in cell lines from spontaneously derived (ID-8) [31] and genetically engineered mouse models ovarian cancer (Supplementary Figure 2C) [32, 33]. In sharp contrast, protein expression of COX-2 was low to undetectable in all cell lines examined (Supplementary Figure S2C).

### Knockdown of COX-1 gene expression inhibits multiple pro-tumorigenic pathways *in vitro*

We have shown previously that COX-1 inhibitors suppress ovarian cancer cell growth and that short-term down-regulation of COX-1 gene expression activates p21 and inhibits cell proliferation [14, 34]. To investigate the effects of COX-1 inhibition further, we used stable isogenic cell lines to interrogate the effects of genetic disruption of COX-1 in ovarian cancer. First, in COX-1 positive OVCAR-3 cells, we created cell lines stably expressing short hairpin RNA (shRNA) targeting COX-1 (OV3/COX1KD). Robust down-regulation of COX-1 expression in two clones (OV3/COX1KD #1, #2) compared to control cells stably transfected with scrambled shRNA (OV3/SCR) was confirmed at the protein level (Figure 3A). OV3/COX1KD clone, #2 was selected as these cells displayed the most efficient down-regulation of COX-1 protein expression. We then confirmed that OV3/COX1KD cells were markedly less responsive to AA stimulation in ^14^C-AA metabolism studies measuring PG production (Figure 3B).

**Figure 3:**
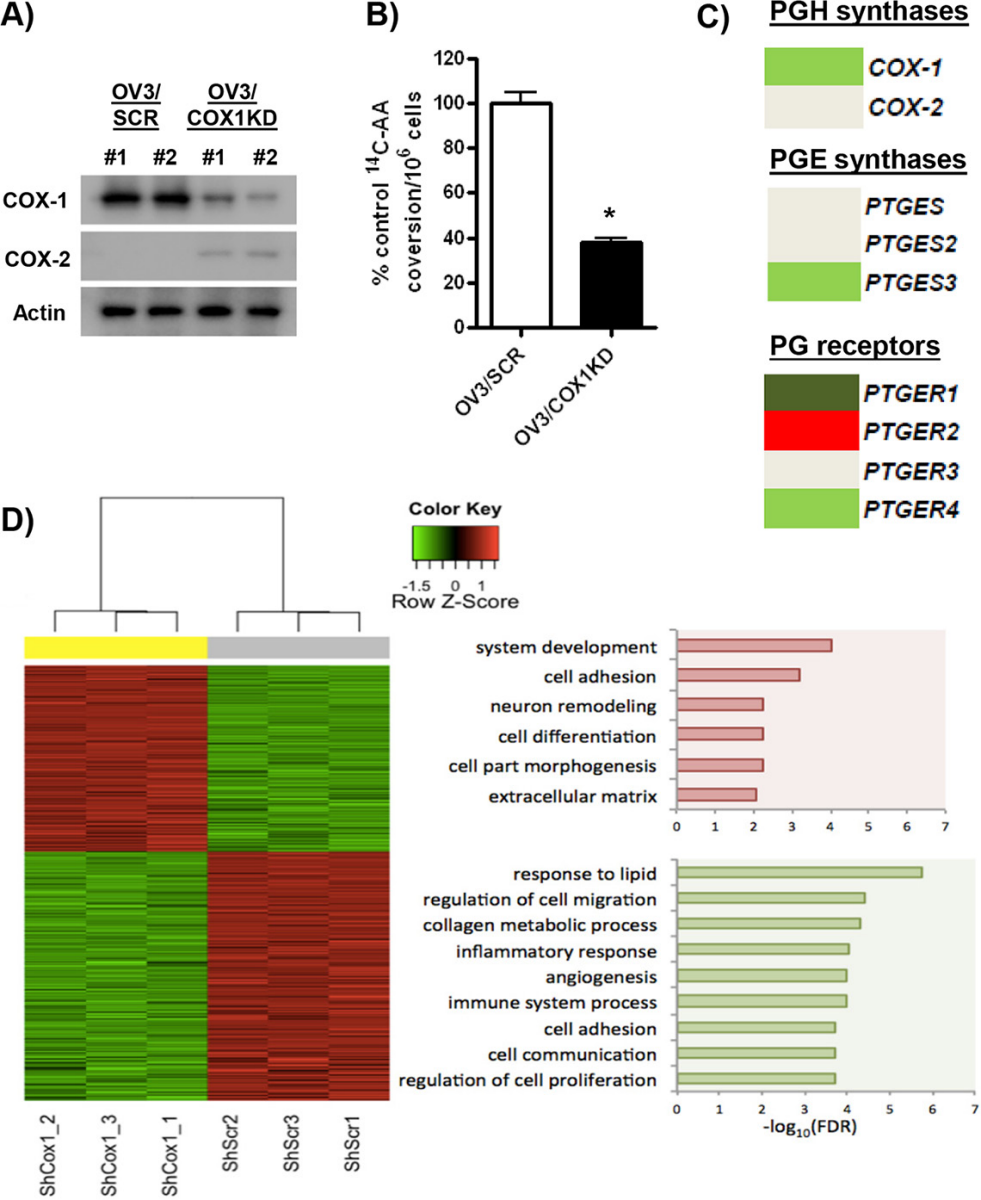
Analysis of genes involved in PG regulation and cellular pathways regulated by COX-1 knockdown **A.** Protein levels of COX-1, COX-2 and actin in OVCAR-3 clones stably transfected with shRNA targeting COX-1 (OV3/COX1KD) or control scrambled ShRNA (OV3/SCR). **B.** Conversion of ^14^C-arachidonic acid (^14^C-AA) to prostaglandin products in OV3/SCR and OV3/COX1KD cells after 30 min stimulation in serum-free medium. Results are expressed as a percentage of conversion in control OV3/SCR cells per 10^6^ cells. **C.** RNA-seq analysis of expression of PG receptors and PGE synthases in OV3/COX1KD cells compared to control OV3/SCR cells. Light green (log2 fold change < −0.5, FDR < 0.01), dark green (log2 fold change < −1.5, FDR < 0.01), light red (log2 fold change>0.5, FDR < 0.01), dark red (log2 fold change>1.5, FDR < 0.01), DeSeq2 analysis. **D.** WebGestalt functional enrichment analysis of RNA-seq data.

To investigate the underlying molecular consequences of COX-1 down-regulation, we measured global gene expression by RNA-seq in the COX-1 proficient OVCAR-3/SCR cells compared to the most efficient COX-1 knockdown derived from OV3/COX1KD clone #2. 

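OVCAR-3 is an established human ovarian cancer cell line. OV3/COX1KD cells carry an shRNA targeting COX-1 and OV3/SCR cells a scrambled shRNA, and stable clones were selected with 0.1 μg/ml puromycin. RNA-seq libraries were made from 3 independent passages of OV3/COX1KD clone #2 and 3 of OV3/SCR clone #1, so each condition was represented by 1 clone. The authors aligned the reads to hg19 with TopHat2, counted them per gene with HTSeq and deposited the raw counts of 34811 genes in the 6 libraries. In OV3/SCR replicates 1, 2 and 3 a total of 25783871, 25505884 and 25291505 reads were counted on genes, and in OV3/COX1KD replicates 1, 2 and 3 a total of 25985123, 25689460 and 27391538. At this depth the smallest level taken as detectable, 3 counts, corresponds to a level between 0.110 and 0.119 CPM (counts scaled to a common library size). This floor covers counting error only, since reads amplified by PCR are not independent molecules.

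Counts were scaled by edgeR's TMM factors, which lay between 0.97 and 0.98 in OV3/COX1KD and between 1.02 and 1.04 in OV3/SCR, and 17309 genes passed edgeR's filterByExpr filter. OV3/COX1KD was compared with OV3/SCR by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over those genes, which gave the edgeR FDR. The paper used DESeq2, with an FDR under 0.01 and a fold change above 2.5 for changed genes, and a log2 fold change beyond 0.5 at the same FDR for the colours of its figures. Pairs of libraries of one condition differed by more than the sampling noise, with a chi-square per degree of freedom between 1.82 and 6.40, so no library was a copy of another, and pairs from different conditions gave 46.2 to 61.0. Because the labels give replicates 1 to 3 in each condition, the test was repeated with the replicate number as a block (replicate block FDR). Libraries with the same number deviated from their condition means with a mean correlation across genes of 0.019, against -0.0093 for libraries with different numbers, and genes are not independent replicates in these correlations.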

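The gene for COX-1, PTGS1 (ENSG00000095303, chromosome 9 of GRCh37 from 125132809 to 125157982), had 713, 658 and 641 counts in the 3 OV3/SCR libraries and 456, 486 and 501 in the 3 OV3/COX1KD libraries. Its level was 25.6 ± 1.02 TMM-normalized CPM (SD, n = 3) in OV3/SCR and 18.8 ± 0.639 (SD, n = 3) in OV3/COX1KD cells, a log2 fold change of -0.45 (standard error 0.057, edgeR FDR = 1.3e-06, replicate block FDR = 3.0e-06). Each OV3/COX1KD library had fewer counts of PTGS1 than each OV3/SCR library, and the remaining level was 73.3% of the control. Scaling by total counts alone moved the estimate most, to -0.53. When each library was left out in turn the log2 fold change lay between -0.47 and -0.41. The fall passed the FDR threshold of 0.01, while its size was below the log2 fold change of 0.5 used for the colours of Fig. 3C, except with total count scaling. The 31 tested genes within 2 Mb of PTGS1 with a mean log2 CPM of at least 1 had a median log2 fold change of 0.28, and 4 of them were lower in OV3/COX1KD.

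**Figure D1:**
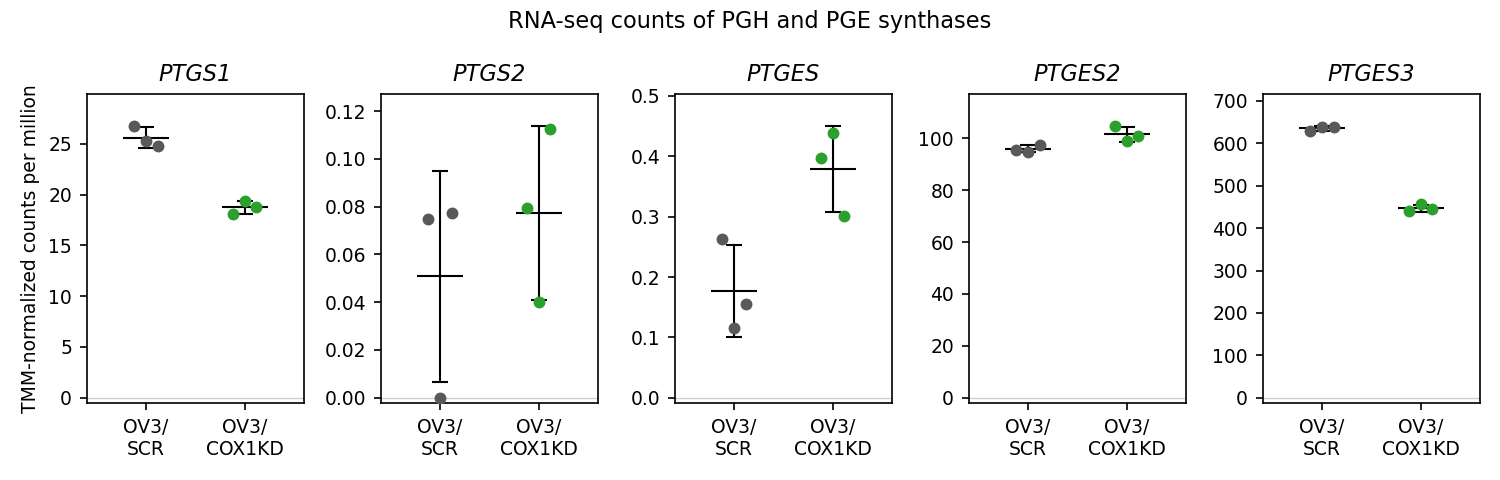
TMM-normalized CPM of the PGH synthase genes PTGS1 and PTGS2 and the PGE synthase genes PTGES, PTGES2 and PTGES3 in OV3/SCR (grey) and OV3/COX1KD (green) cells. Points are the 3 libraries of each condition, with the mean as a line and the SD as bars, and the PTGS1 points of OV3/COX1KD all lie below those of OV3/SCR, and PTGS2 stays near 0 in both.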

First, we confirmed significant down-regulation of COX-1 mRNA levels in OV3/COX1KD cells (Figure 3C and Supplementary Figure S3A–S3B). A slight increase in COX-2 protein expression was detected in our OV3/COX1KD clones (Figure 3A), although this effect was not significant at the mRNA level (Figure 3C and Supplementary Figure S3A&S3B). 

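The COX-2 gene, PTGS2 (ENSG00000073756, chromosome 1 of GRCh37 from 186640923 to 186650054), had 2, 0 and 2 counts in the 3 OV3/SCR libraries and 2, 1 and 3 in the 3 OV3/COX1KD libraries. All 6 libraries were at or under the floor of 3 counts, so PTGS2 did not pass the filter on low counts and no fold change is given. Without the filter its edgeR FDR was 0.733. A difference in COX-2 mRNA was not detectable at this depth.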

Cellular PGE levels are regulated by COX proteins, which convert AA to PGH, and by PGE synthases (PTGES), which convert PGH to PGE [5, 6]. 

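The cytosolic PGE synthase gene, PTGES3 (ENSG00000110958, chromosome 12 of GRCh37 from 57057125 to 57082192), was counted between 16514 and 16755 times in OV3/SCR libraries and between 11081 and 11832 times in OV3/COX1KD libraries. Its level was 635 ± 5.62 TMM-normalized CPM (SD, n = 3) in OV3/SCR and 447 ± 8.36 (SD, n = 3) in OV3/COX1KD cells, a log2 fold change of -0.51 (standard error 0.028, edgeR FDR = 6.9e-12, replicate block FDR = 1.6e-11). The estimate lay close to the log2 fold change of -0.5 used in Fig. 3C and ranged from -0.61, with GC and length offsets chosen after seeing the data, to -0.48 over the other normalizations, filters, tests and library sets.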

RNA-seq analysis demonstrated that cytosolic PTGES3 was significantly down-regulated in OV3/COX1KD cells (Figure 3D), suggesting both catalytic steps in the PG biosynthetic pathway were reduced following COX-1 knockdown, accounting for the observed reduction in PG levels following AA stimulation (Figure 3B). In contrast, the microsomal (PTGES) and membrane-bound (PTGES2) forms were not altered (Figure 3D). 

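The microsomal synthase gene, PTGES (ENSG00000148344, chromosome 9 of GRCh37 from 132500610 to 132515321), had 7, 3 and 4 counts in the 3 OV3/SCR libraries and 10, 11 and 8 in the 3 OV3/COX1KD libraries. These counts were too low to pass the filter, and without it the edgeR FDR was 0.0916. PTGES2 (ENSG00000148334, chromosome 9 from 130882972 to 130890741) was counted between 2472 and 2687 times per library and had a log2 fold change of 0.082 (standard error 0.035, edgeR FDR = 0.0491, replicate block FDR = 0.0578). With OV3/COX1KD replicate 2 left out, its FDR was 0.00520 by edgeR, and over all the settings tried the FDR of PTGES2 ranged from 0.00520 to 0.933 in edgeR and DESeq2.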

Since cellular response to PGE_2_ is dependent on PG receptors (PTGER1-4), we analyzed their expression in our isogenic cells. As shown in Figure 3C, two isoforms (PTGER1 and PTGER4) showed significant down-regulation, PTGER2 was up-regulated, and PTGER3 did not change.

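PTGER2 (ENSG00000125384, chromosome 14 from 52781023 to 52795316) had 102, 111 and 124 counts in the 3 OV3/SCR libraries and 278, 235 and 291 in the 3 OV3/COX1KD libraries, a log2 fold change of 1.28 (standard error 0.11, edgeR FDR = 3.1e-09, replicate block FDR = 3.5e-09). PTGER4 (ENSG00000171522, chromosome 5 from 40680017 to 40693837) had 69, 56 and 60 counts in the 3 OV3/SCR libraries and 52, 42 and 38 in the 3 OV3/COX1KD libraries, and its log2 fold change of -0.45 (standard error 0.18, edgeR FDR = 0.0388, replicate block FDR = 0.0386) did not pass an FDR of 0.01. None of the settings tried brought PTGER4 past that threshold, the smallest FDR in edgeR or DESeq2 being 0.0148 with GC and length offsets, chosen after seeing the data. PTGER1 (ENSG00000160951, chromosome 19 from 14583278 to 14586166) had 8, 2 and 2 counts in the 3 OV3/SCR libraries and 2, 0 and 0 in the 3 OV3/COX1KD libraries. Only 1 of these 6 libraries was above the floor of 3 counts, so no fold change is given for PTGER1, which did not pass the filter, and without the filter its edgeR FDR was 0.0749. PTGER3 (ENSG00000050628, chromosome 1 from 71318036 to 71513499) had 3, 5 and 0 counts in the 3 OV3/SCR libraries and 1, 7 and 3 in the 3 OV3/COX1KD libraries, also below the filter, and its edgeR FDR without the filter was 0.676. The coordinates are those of GRCh37. Of the 9 genes drawn in Fig. 3C, 6 had the drawn call at the thresholds of the legend, and 6 with the replicate block. Of these 6, 3 (PTGS2, PTGES and PTGER3) were drawn as unchanged and had no call because they were not tested.

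**Figure D2:**
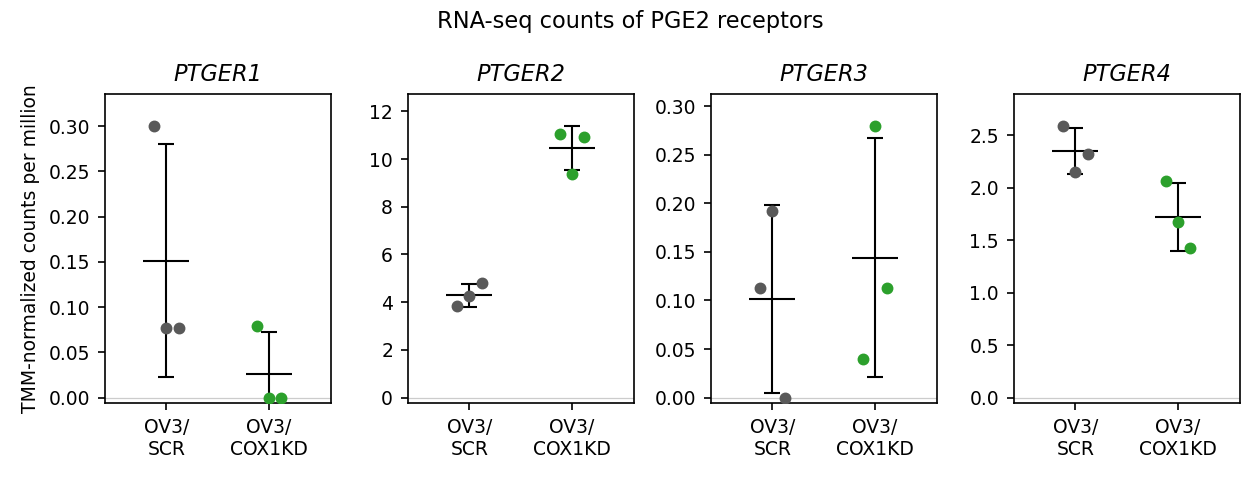
TMM-normalized CPM of the PGE2 receptor genes PTGER1 to PTGER4 in OV3/SCR (grey) and OV3/COX1KD (green) cells. Points are the 3 libraries of each condition, with the mean as a line and the SD as bars, and PTGER2 is higher in every OV3/COX1KD library, and PTGER1 and PTGER3 lie near 0.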

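At an FDR under 0.01, 8293 of 17309 genes differed between OV3/COX1KD and OV3/SCR cells by edgeR, 4473 of them higher and 3820 lower in OV3/COX1KD. With the added fold change above 2.5 that the paper used, 274 genes were higher and 405 lower. The replicate block gave 8233 genes, 275 higher and 401 lower with the fold change above 2.5. The mean correlation of same-numbered libraries, 0.019, was close to 0. Testing against a fold change of 2.5 with edgeR's glmTreat, in place of a limit on the estimate, moved these counts most, to 82 higher and 130 lower. The libraries separated by condition, with Pearson correlations of log2 CPM across genes between 0.994 and 0.995 within a condition and between 0.976 and 0.979 across conditions. The principal component that carried 74.9% of the variance placed all OV3/SCR libraries on one side and all OV3/COX1KD libraries on the other. Since each condition was 1 clone, the clone and the knockdown cannot be told apart in these libraries. The WebGestalt enrichment was not repeated here.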

WebGestalt functional enrichment analyses confirmed significant down-regulation of multiple pro-tumorigenic pathways, such as cell proliferation growth, angiogenesis, cell migration/invasion, inflammation and immune regulation in COX-1 knockdown cells (Figure 3D). Analysis of individual gene members of these, and intersecting pro-tumorigenic, pathways revealed coordinated regulation promoting an anti-tumor phenotype.

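Fig. 4A draws 84 genes, of which 72 passed the filter on low counts. Read by eye from the colours, the paper drew 46 as lower, 13 as higher and 25 as unchanged. At the thresholds of its legend, 62 genes had the drawn call by edgeR, 30 of those drawn as lower, 9 of those drawn as higher and 23 of those drawn as unchanged. Of the latter, 10 were not tested and had no call for that reason, which leaves 52 tested genes with the drawn call. With the replicate block, 62 had it. A further 12 genes moved in the drawn direction with an FDR under 0.01 and a log2 fold change within 0.5 of 0. Raising the filter to 10 counts in every library moved the number with the drawn call most, to 55, with removed genes counted as having no call. From the genes of these pathways, the paper concludes that their regulation was coordinated and promoted an anti-tumor phenotype.

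**Figure D3:**
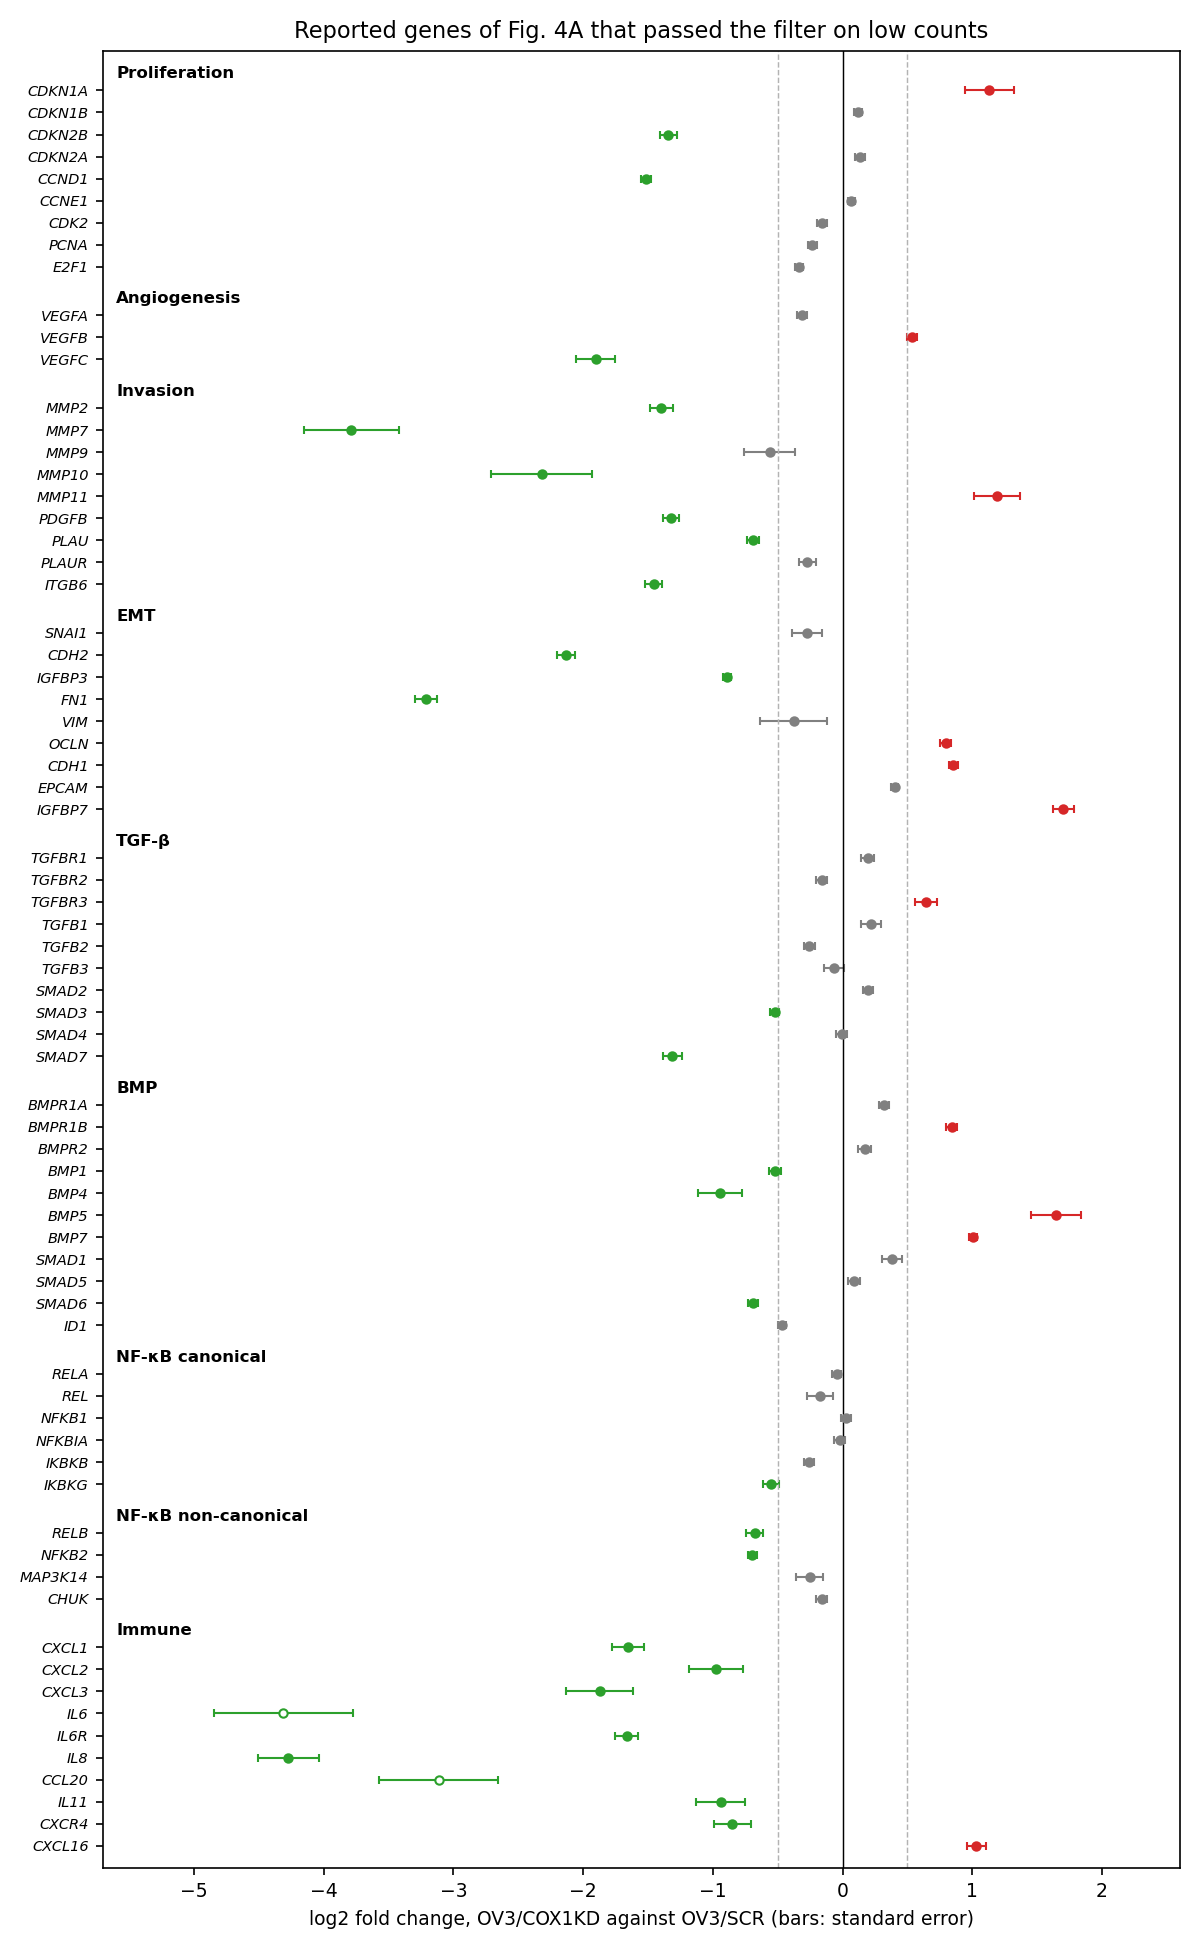
log2 fold change of the reported genes of Fig. 4A that passed the filter, OV3/COX1KD against OV3/SCR, with the standard error as bars; green and red points had an edgeR FDR under 0.01 and a log2 fold change below -0.5 or above 0.5 (dashed lines), grey points did not, and open points (IL6 and CCL20) had at most 3 counts in every OV3/COX1KD library, so that their true fold is known only as a lower bound. The points of the immune panel lie left of -0.5 except CXCL16 at 1.03.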

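Among cell cycle genes, CCND1 (ENSG00000110092, chromosome 11 of GRCh37 from 69455924 to 69469242) had a log2 fold change of -1.52 (standard error 0.039, edgeR FDR = 7.2e-17, replicate block FDR = 2.4e-16), with 110.1 ± 1.36 TMM-normalized CPM (SD, n = 3) in OV3/SCR and 38.4 ± 1.47 (SD, n = 3) in OV3/COX1KD cells. E2F1 (ENSG00000101412, chromosome 20 from 32263283 to 32274191) had a log2 fold change of -0.33 (standard error 0.032, edgeR FDR = 3.0e-08, replicate block FDR = 7.6e-08), PCNA (ENSG00000132646, chromosome 20 from 5095599 to 5107272) had a log2 fold change of -0.23 (standard error 0.033, edgeR FDR = 6.0e-06, replicate block FDR = 1.4e-05) and CDK2 (ENSG00000123374, chromosome 12 from 56360565 to 56366573) had a log2 fold change of -0.16 (standard error 0.038, edgeR FDR = 0.00163, replicate block FDR = 0.00208). These last 3 genes fell by less than the log2 fold change of 0.5 of the legend of Fig. 4A. The fall of CDK2 did not pass an FDR of 0.01 when OV3/SCR replicate 2 or OV3/COX1KD replicate 3 was left out, nor with GC and length offsets with or without the replicate block or DESeq2 with no filter, chosen after seeing the data. CDKN1A (ENSG00000124762, chromosome 6 from 36644237 to 36655114) had 40, 43 and 26 counts in the 3 OV3/SCR libraries and 67, 83 and 84 in the 3 OV3/COX1KD libraries, a log2 fold change of 1.13 (standard error 0.19, edgeR FDR = 3.8e-05, replicate block FDR = 4.4e-05). CDKN1B (ENSG00000111276, chromosome 12 from 12838432 to 12875303) had a log2 fold change of 0.12 (standard error 0.032, edgeR FDR = 0.00326, replicate block FDR = 0.00431). Total count scaling gave CDKN1B a log2 fold change of 0.040. Its rise did not pass the threshold with total count scaling or DESeq2 with or without the prior, or when OV3/SCR replicate 2 or 3 or OV3/COX1KD replicate 1 or 3 was left out, nor with GC and length offsets with or without the replicate block, chosen after seeing the data.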

*Cell proliferation* COX-1 knockdown was associated with down-regulation of multiple genes promoting cell cycle progression and/or DNA synthesis, including *CCND1, CDK2, PCNA*, and *E2F1*, and up-regulation of the cell cycle inhibitors, *CDKN1A* (p21) and *CKN1B* (p27) (Figure 4A–4B).

**Figure 4:**
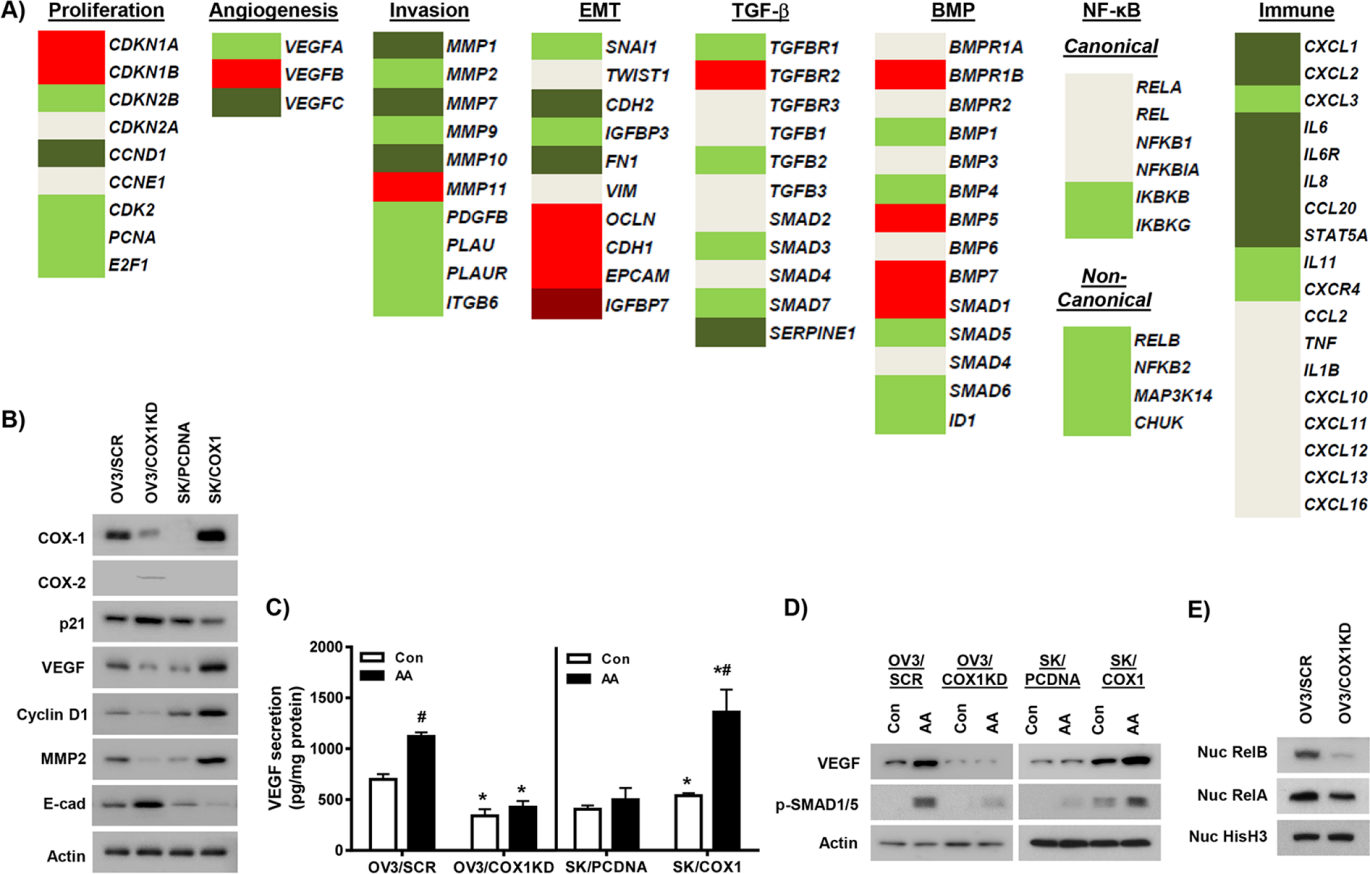
Individual genes regulated by COX-1 knockdown **A.** RNA-seq analysis of individual gene members of cellular processes, proliferation, angiogenesis, EMT, cell invasion, TGF-β and BMP signaling, NF-κB signaling and inflammation/immune processes in OV3/COX1KD cells compared to control OV3/SCR cells. Light green (log2 fold change < −0.5, FDR < 0.01), dark green (log2 fold change < −1.5, FDR < 0.01), light red (log2 fold change>0.5, FDR < 0.01), dark red (log2 fold change>1.5, FDR < 0.01), DeSeq2 analysis. **B.** Western blot analysis of protein expression of selected altered genes in expression in OV3/COX1KD cells compared to OV3/SCR cells. Effects of COX-1 over-expression on protein expression of these genes in SK/COX1 cells compared to SK/PCDNA cells were also determined. Actin was used as loading control. **C.** Secretion of VEGF into serum-free medium after 24 h incubation with and without exposure to 20 μM arachidonic acid (AA). Values are mean + SEM of 3 independent experiments. *p < 0.01 relative to corresponding control cell line; ^#^*p* < 0.01 compared to control treatment in AA stimulation experiments, Student's *t* test. **D.** Western blot analysis of cellular VEGF and phospho-Smad1/5 expression following 24 h stimulation with AA (20 μM). **E.** Expression of RelB and RelA in nuclear extracts from OV3/COX1KD and OV3/SCR cells. Nuclear histone H3 levels were used as loading control.

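Of the angiogenesis genes, VEGFC (ENSG00000150630, chromosome 4 of GRCh37 from 177604689 to 177714076) had 125, 139 and 131 counts in the 3 OV3/SCR libraries and 36, 31 and 36 in the 3 OV3/COX1KD libraries, a log2 fold change of -1.90 (standard error 0.15, edgeR FDR = 1.4e-09, replicate block FDR = 4.2e-09). VEGFA (ENSG00000112715, chromosome 6 from 43737921 to 43754224) had a log2 fold change of -0.31 (standard error 0.037, edgeR FDR = 5.6e-07, replicate block FDR = 1.1e-06), with 102 ± 1.78 TMM-normalized CPM (SD, n = 3) in OV3/SCR and 82.2 ± 3.57 (SD, n = 3) in OV3/COX1KD cells, a fall smaller than the log2 fold change of 0.5 of the legend. VEGFB, drawn as higher in Fig. 4A, had a log2 fold change of 0.54 (standard error 0.039, edgeR FDR = 4.3e-10, replicate block FDR = 1.1e-09).

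Of the invasion and migration genes, MMP7 (ENSG00000137673, chromosome 11 from 102391239 to 102401481) had 57, 38 and 37 counts in the 3 OV3/SCR libraries and 2, 4 and 3 in the 3 OV3/COX1KD libraries, a log2 fold change of -3.79 (standard error 0.37, edgeR FDR = 3.3e-08, replicate block FDR = 4.2e-08). MMP2 (ENSG00000087245, chromosome 16 from 55423612 to 55540603) had a log2 fold change of -1.40 (standard error 0.092, edgeR FDR = 1.1e-10, replicate block FDR = 3.2e-10), ITGB6 (ENSG00000115221, chromosome 2 from 160956178 to 161056824) had a log2 fold change of -1.46 (standard error 0.068, edgeR FDR = 5.3e-13, replicate block FDR = 1.3e-12) and PLAU (ENSG00000122861, chromosome 10 from 75668935 to 75677254) had a log2 fold change of -0.69 (standard error 0.046, edgeR FDR = 1.3e-10, replicate block FDR = 5.6e-11). Exons of C10orf55 cover 31.0% of the exon length of PLAU. PLAUR (ENSG00000011422, chromosome 19 from 44150247 to 44174699) had a log2 fold change of -0.27 (standard error 0.062, edgeR FDR = 9.8e-04, replicate block FDR = 0.00113), and did not pass an FDR of 0.01 with GC and length offsets with or without the replicate block, chosen after seeing the data. MMP9 (ENSG00000100985, chromosome 20 from 44637547 to 44645200) had 43, 53 and 58 counts in the 3 OV3/SCR libraries and 34, 30 and 38 in the 3 OV3/COX1KD libraries, and its log2 fold change of -0.56 (standard error 0.20, edgeR FDR = 0.0194, replicate block FDR = 0.0221) passed an FDR of 0.01 only with total count scaling. MMP1 (ENSG00000196611, chromosome 11 from 102660132 to 102668891) had 5, 21 and 11 counts in the 3 OV3/SCR libraries and 2, 1 and 0 in the 3 OV3/COX1KD libraries. It did not pass the filter on low counts, its level was at least 3.97-fold lower in OV3/COX1KD against the floor of 3 counts, and without the filter the edgeR FDR was 1.8e-06. The panel of Fig. 4A on invasion draws 9 genes as lower, and 6 of them had that call. MMP11, the gene of this panel drawn as higher, had a log2 fold change of 1.19 (standard error 0.18, edgeR FDR = 9.3e-06, replicate block FDR = 1.3e-05).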

*Angiogenesis and cell migration/invasion* Individual genes involved in promoting angiogenesis (such as *VEGFA* and *VEGFC*) (Figure 4A), and cell invasion/migration (such as *MMP1, MMP2, MMP7, MMP9, PLAU, PLAUR* and the *ITGB6* integrin) [35–37] were significantly down-regulated in the COX-1 knockdown cells (Figure 4A–4B), supportive of a role for COX-1 in promoting tumor metastasis. We confirmed our data for VEGF by demonstrating that basal levels of VEGF secretion (Figure 4C) were lower in COX-1 deficient OVCAR-3 cells, which also showed attenuated VEGF secretion and cellular expression in response to stimulation with AA (Figure 4C–4D).

*Other pro-tumorigenic processes/signaling pathways* Epithelial-mesenchymal transition (EMT) is another key characteristic of tumor metastasis [38]. Established regulators of EMT, such as *SNAI1* (SNAIL), *FN1* (fibronectin), *CDH2* (N-cadherin) and *IGFBP3* (insulin-like growth factor binding protein 3) [38, 39], were down-regulated by COX-1 knockdown. In contrast, the negative regulators of EMT promoting cell-cell adhesion, such as *CDH1* (E-cadherin), *EPCAM* and *OCLN* (occludin) [38], and the *IGFBP7* antagonist of IGFBPs [40], were significantly up-regulated in OV3/COX1KD cells (Figure 4A&4B).

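FN1 (ENSG00000115414, chromosome 2 of GRCh37 from 216225163 to 216300796) had a log2 fold change of -3.21 (standard error 0.087, edgeR FDR = 1.7e-16, replicate block FDR = 3.9e-16), with 31.3 ± 0.880 TMM-normalized CPM (SD, n = 3) in OV3/SCR and 3.37 ± 0.601 (SD, n = 3) in OV3/COX1KD cells. CDH2 (ENSG00000170558, chromosome 18 from 25512843 to 25757910) had a log2 fold change of -2.13 (standard error 0.070, edgeR FDR = 3.1e-15, replicate block FDR = 7.1e-15) and IGFBP3 (ENSG00000146674, chromosome 7 from 45951844 to 45961473) had a log2 fold change of -0.89 (standard error 0.032, edgeR FDR = 1.1e-14, replicate block FDR = 2.5e-14). SNAI1 (ENSG00000124216, chromosome 20 from 48599517 to 48605423) had 139, 135 and 142 counts in the 3 OV3/SCR libraries and 124, 104 and 109 in the 3 OV3/COX1KD libraries, and its log2 fold change of -0.27 (standard error 0.12, edgeR FDR = 0.0501, replicate block FDR = 0.0596) did not pass an FDR of 0.01 in this test or in any of the other settings, whose smallest FDR from edgeR or DESeq2 was 0.0132.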

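The level of CDH1 (ENSG00000039068, chromosome 16 of GRCh37 from 68771195 to 68869440) was 168 ± 2.20 TMM-normalized CPM (SD, n = 3) in OV3/SCR and 303 ± 14.3 (SD, n = 3) in OV3/COX1KD cells, a log2 fold change of 0.85 (standard error 0.034, edgeR FDR = 5.9e-14, replicate block FDR = 5.7e-14). OCLN (ENSG00000197822, chromosome 5 from 68788119 to 68853931) had a log2 fold change of 0.79 (standard error 0.040, edgeR FDR = 2.2e-12, replicate block FDR = 7.9e-12) and IGFBP7 (ENSG00000163453, chromosome 4 from 57896939 to 57976551) had a log2 fold change of 1.70 (standard error 0.083, edgeR FDR = 1.1e-12, replicate block FDR = 1.3e-12). EPCAM (ENSG00000119888, chromosome 2 from 47572297 to 47614740) had a log2 fold change of 0.40 (standard error 0.027, edgeR FDR = 1.8e-10, replicate block FDR = 4.7e-10), with 439 ± 7.07 TMM-normalized CPM (SD, n = 3) in OV3/SCR and 581 ± 2.09 (SD, n = 3) in OV3/COX1KD cells, a rise below the log2 fold change of 0.5 of the legend. In all 4 genes every OV3/COX1KD library was above every OV3/SCR library.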

We next examined key genes involved in the transforming growth factor-β (TGF-β) and bone morphogenetic protein (BMP) signaling pathways, which are known to promote EMT among other pro-tumorigenic actions [38, 41]. 

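Of the TGF-β receptor genes, TGFBR1 (ENSG00000106799, chromosome 9 of GRCh37 from 101866320 to 101916474) had a log2 fold change of 0.19 (standard error 0.050, edgeR FDR = 0.00234, replicate block FDR = 0.00181), TGFBR2 (ENSG00000163513, chromosome 3 from 30648093 to 30735634) had a log2 fold change of -0.16 (standard error 0.041, edgeR FDR = 0.00224, replicate block FDR = 0.00195) and TGFBR3 (ENSG00000069702, chromosome 1 from 92145900 to 92371892) had a log2 fold change of 0.64 (standard error 0.083, edgeR FDR = 1.7e-06, replicate block FDR = 4.4e-06). The rise of TGFBR1 did not pass an FDR of 0.01 with total count scaling or DESeq2 with or without the prior, or when OV3/SCR replicate 2 or OV3/COX1KD replicate 1 was left out, nor with GC and length offsets with or without the replicate block, chosen after seeing the data. The fall of TGFBR2 did not pass it when OV3/SCR replicate 2 or 3 was left out, nor with DESeq2 with no filter, chosen after seeing the data. Of the BMP receptor genes, BMPR1A (ENSG00000107779, chromosome 10 from 88516353 to 88692582) had a log2 fold change of 0.32 (standard error 0.039, edgeR FDR = 7.0e-07, replicate block FDR = 1.5e-06), BMPR1B (ENSG00000138696, chromosome 4 from 95679106 to 96079599) had a log2 fold change of 0.84 (standard error 0.044, edgeR FDR = 3.6e-12, replicate block FDR = 1.2e-11) and BMPR2 (ENSG00000204217, chromosome 2 from 203241050 to 203432474) had a log2 fold change of 0.17 (standard error 0.052, edgeR FDR = 0.00898, replicate block FDR = 0.0101). BMPR2 did not pass the threshold with RLE size factors, total count scaling, a filter of 10 counts in every library, DESeq2 with or without the prior or the replicate block, or when OV3/SCR replicate 1, 2 or 3 or OV3/COX1KD replicate 1 or 3 was left out, nor with GC and length offsets with or without the replicate block or DESeq2 with no filter, chosen after seeing the data.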

In COX-1 knockdown cells, there were variable effects on expression of receptors for TGF-β (*TGFBR1, TGFBR2, TGFBR3*) and BMP (*BMPR1A, BMPR1B, BMPR2*) (Figure 4A). In cancer cells, the TGFB2 and BMP2&4 ligands are implicated with promoting EMT, whereas BMP5 and BMP7 are inhibit basal and/or TGF-β-induced EMT [41]. Interestingly, *BMP4* was down-regulated, and *BMP5* and *BMP7* were both up-regulated in OV3/COX1KD cells, consistent with the anti-EMT phenotype observed. 

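BMP4 (ENSG00000125378, chromosome 14 of GRCh37 from 54416454 to 54425479) had 76, 79 and 89 counts in the 3 OV3/SCR libraries and 35, 42 and 47 in the 3 OV3/COX1KD libraries, a log2 fold change of -0.94 (standard error 0.17, edgeR FDR = 7.4e-05, replicate block FDR = 8.4e-05). The counts of BMP5 (ENSG00000112175, chromosome 6 from 55618451 to 55740388) were 23, 23 and 22 in the 3 OV3/SCR libraries and 60, 71 and 78 in the 3 OV3/COX1KD libraries, a log2 fold change of 1.65 (standard error 0.19, edgeR FDR = 4.4e-07, replicate block FDR = 9.3e-07). BMP7 (ENSG00000101144, chromosome 20 from 55743809 to 55841697) was more abundant, with 406 ± 3.64 TMM-normalized CPM (SD, n = 3) in OV3/SCR and 816 ± 22.4 (SD, n = 3) in OV3/COX1KD cells, and had a log2 fold change of 1.01 (standard error 0.029, edgeR FDR = 4.7e-16, replicate block FDR = 8.2e-16). TGFB2 (ENSG00000092969, chromosome 1 from 218518678 to 218617961) had a log2 fold change of -0.26 (standard error 0.041, edgeR FDR = 2.4e-05, replicate block FDR = 3.7e-05).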

To determine overall effects on pathway activity, we first examined expression of well-established targets: *SMAD7* and *SERPINE1*, and *SMAD6* and *ID1*, are established targets of TGF-β and BMP signaling, respectively [42, 43]. 

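SMAD7 (ENSG00000101665, chromosome 18 of GRCh37 from 46446223 to 46477335) had a log2 fold change of -1.31 (standard error 0.071, edgeR FDR = 5.7e-12, replicate block FDR = 8.8e-13), with 37.1 ± 1.46 TMM-normalized CPM (SD, n = 3) in OV3/SCR and 14.9 ± 2.06 (SD, n = 3) in OV3/COX1KD cells. SMAD6 (ENSG00000137834, chromosome 15 from 66994574 to 67075187) had a log2 fold change of -0.69 (standard error 0.038, edgeR FDR = 7.3e-12, replicate block FDR = 2.1e-11). ID1 (ENSG00000125968, chromosome 20 from 30193086 to 30194318) had a log2 fold change of -0.47 (standard error 0.029, edgeR FDR = 4.0e-11, replicate block FDR = 1.2e-10), with 304 ± 5.68 TMM-normalized CPM (SD, n = 3) in OV3/SCR and 219.8 ± 1.20 (SD, n = 3) in OV3/COX1KD cells. The fall of ID1 passed the FDR threshold and stayed within the log2 fold change of 0.5, except with total count scaling, which gave -0.55, and with GC and length offsets, chosen after seeing the data, which gave -0.56.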

As shown in Figure 4A, both *SMAD7/SERPINE1*, and *SMAD6/ID1* were down-regulated in OV3/KD1 cells. 

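Supplementary Fig. S4A draws 8 BMP targets, 6 of them as lower. In the counts, 5 were lower and 0 higher with an edgeR FDR under 0.01, and 2 of those drawn as lower also passed a log2 fold change of -0.5. The largest fall was that of DKK1, -3.02 (standard error 0.27, edgeR FDR = 1.3e-08, replicate block FDR = 2.9e-08). Under total count scaling the number with the drawn call rose from 4 to 7. Supplementary Fig. S4B draws 27 TGF-β targets, 20 as lower and 3 as higher. Of these, 26 passed the filter on low counts, 16 were lower and 4 higher at an edgeR FDR under 0.01, and their median log2 fold change was -0.67. The drawn call was found for 14 of the genes drawn as lower and for 3 drawn as higher, among them IGF1 with a log2 fold change of 0.82 (standard error 0.063, edgeR FDR = 9.9e-10, replicate block FDR = 3.0e-09). The replicate block left the numbers with the drawn call at 4 and 21.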

We also confirmed that expression of multiple other established BMP and TGF-β targets were down-regulated in our RNA-seq database [44–46]. (Supplementary Figure S4A&S4B). Second, we assessed BMP pathway function through Western blot analysis of phosphorylated SMAD1/5 (p-SMAD1/5). SMADs1&5 are phosphorylated by BMP receptor activation and translocate to the nucleus in a complex with SMAD4 to regulate gene transcription [42]. Basal levels of p-SMAD1/5 were not detectable in unstimulated OV3/SCR or OV3/COX1KD cells. However, stimulation with AA markedly induced p-SMAD1/5 expression in OV3/SCR cells, but not OV3/COX1KD cells (Figure 4D). These results implicate COX-1 and PGs in this pro-tumorigenic pathway.

Finally, we examined expression of key components of the NF-κB signaling pathway, which regulates multiple pro-tumorigenic processes [47, 48]. 

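Fig. 4A draws 6 genes of the canonical NF-κB pathway. Of these, 2 were lower at an edgeR FDR under 0.01, IKBKG with a log2 fold change of -0.55 (standard error 0.063, edgeR FDR = 3.3e-07, replicate block FDR = 3.7e-07) and IKBKB with a log2 fold change of -0.26 (standard error 0.041, edgeR FDR = 2.2e-05, replicate block FDR = 2.0e-05). RELA (ENSG00000173039, chromosome 11 of GRCh37 from 65421070 to 65430561) had a log2 fold change of -0.044 (standard error 0.036, edgeR FDR = 0.305, replicate block FDR = 0.325), with 108 ± 4.28 TMM-normalized CPM (SD, n = 3) in OV3/SCR and 104 ± 1.84 (SD, n = 3) in OV3/COX1KD cells. RELA passed an FDR of 0.01 only under total count scaling, with a log2 fold change of -0.12.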

Several individual genes involved in NF-κB signaling were down-regulated following COX-1 knockdown (Figure 4A). Strikingly, we showed coordinated down-regulation of expression of key mediators of the non-canonical pathway, *RELB, NFKB2* (p100/p52), *CHUK* (IKKα) and *MAP3K14* (NF-κB-inducing kinase) [47]. 

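RELB (ENSG00000104856, chromosome 19 of GRCh37 from 45504719 to 45541450) had a log2 fold change of -0.68 (standard error 0.066, edgeR FDR = 3.5e-08, replicate block FDR = 9.4e-08), with 17.6 ± 0.400 TMM-normalized CPM (SD, n = 3) in OV3/SCR and 11.0 ± 0.298 (SD, n = 3) in OV3/COX1KD cells, and NFKB2 (ENSG00000077150, chromosome 10 from 104153867 to 104162281) had a log2 fold change of -0.70 (standard error 0.035, edgeR FDR = 1.7e-12, replicate block FDR = 5.5e-12), with 119 ± 2.95 TMM-normalized CPM (SD, n = 3) in OV3/SCR and 73.2 ± 1.38 (SD, n = 3) in OV3/COX1KD cells. CHUK (ENSG00000213341, chromosome 10 from 101948057 to 101989353) had a log2 fold change of -0.16 (standard error 0.042, edgeR FDR = 0.00292, replicate block FDR = 0.00413). The fall of CHUK did not pass an FDR of 0.01 with no filter on low counts or DESeq2 with or without the prior, or when OV3/SCR replicate 2 or 3 or OV3/COX1KD replicate 1 was left out, nor with DESeq2 with no filter, chosen after seeing the data. MAP3K14 (ENSG00000006062, chromosome 17 from 43340486 to 43394395) had 197, 166 and 165 counts in the 3 OV3/SCR libraries and 140, 150 and 143 in the 3 OV3/COX1KD libraries, and its log2 fold change of -0.25 (standard error 0.10, edgeR FDR = 0.0414, replicate block FDR = 0.0495) passed the threshold only under total count scaling.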

We then assessed the nuclear expression of RelB and RelA/p65, which is implicated in mediating gene transcriptional effects of canonical and non-canonical NF-κB signaling, respectively. As shown in Figure 4E, there were reduced levels of nuclear RelB, and to a lesser extent RelA/p65, in COX-1 knockdown cells, consistent with inhibition of NF-κB signaling. Furthermore, expression of multiple established targets of NF-κB, identified using the Boston University Biology resource http://www.bu.edu/nf-kb/gene-resources/target-genes/, were down-regulated in COX-1 knockdown cells (Supplementary Figure S4C).

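Supplementary Fig. S4C draws 40 NF-κB targets, 21 as lower, 1 as higher and 18 as unchanged. The filter on low counts removed 12 of them. By edgeR, 16 were lower and 1 higher at an FDR under 0.01, and the median log2 fold change of the tested genes was -0.62. The drawn call was found for 14 of the genes drawn as lower, for 1 drawn as higher and for 18 drawn as unchanged, and the replicate block left the sum at 33. Among those drawn as unchanged, 11 were removed by the filter and had no call for that reason, so 22 tested genes had the drawn call. CD44 had a log2 fold change of -1.01 (standard error 0.048, edgeR FDR = 6.3e-13, replicate block FDR = 1.8e-12), and CSF1, the gene drawn as higher, had a log2 fold change of 1.58 (standard error 0.092, edgeR FDR = 1.7e-11, replicate block FDR = 5.3e-11).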

Consistent with the observed down-regulation of NF-κB signaling, inflammation and immune process pathways were also reduced in COX-1 knockdown cells. 

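Among the cytokine genes of Fig. 4A with more than 3 counts in every library, the largest fall was that of IL8 (ENSG00000169429, chromosome 4 of GRCh37 from 74606236 to 74609433), with 207, 153 and 141 counts in the 3 OV3/SCR libraries and 9, 5 and 11 in the 3 OV3/COX1KD libraries, a log2 fold change of -4.27 (standard error 0.24, edgeR FDR = 8.2e-12, replicate block FDR = 2.2e-12). The IL8 estimate ranged from -4.49 to -3.36 over the alternatives set before the data were examined. IL6 (ENSG00000136244, chromosome 7 from 22765503 to 22771621) had 19, 27 and 22 counts in the 3 OV3/SCR libraries and 1, 2 and 0 in the 3 OV3/COX1KD libraries. Its OV3/COX1KD libraries were all at or under the floor of 3 counts, so the level was at least 7.27-fold lower (edgeR FDR = 1.0e-06, replicate block FDR = 1.7e-06). CXCL1 (ENSG00000163739, chromosome 4 from 74735110 to 74737025) had a log2 fold change of -1.65 (standard error 0.12, edgeR FDR = 6.9e-10, replicate block FDR = 6.8e-10), CXCL2 (ENSG00000081041, chromosome 4 from 74962757 to 74964913) had a log2 fold change of -0.98 (standard error 0.21, edgeR FDR = 5.4e-04, replicate block FDR = 8.7e-04) and CXCL3 (ENSG00000163734, chromosome 4 from 74902306 to 74904524) had a log2 fold change of -1.87 (standard error 0.26, edgeR FDR = 3.5e-06, replicate block FDR = 9.1e-06). The levels of these 3 chemokine genes in OV3/SCR were 8.06, 1.85 and 1.68 TMM-normalized CPM. IL6R (ENSG00000160712, chromosome 1 from 154377669 to 154441926) had a log2 fold change of -1.66 (standard error 0.090, edgeR FDR = 5.4e-12, replicate block FDR = 2.1e-11) and CXCR4 (ENSG00000121966, chromosome 2 from 136871919 to 136876747) had a log2 fold change of -0.85 (standard error 0.14, edgeR FDR = 3.8e-05, replicate block FDR = 3.9e-05). In the immune panel of Fig. 4A, 9 of the 10 genes drawn as lower had that call.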

Expression levels of multiple genes encoding for cytokines or cytokine receptors over-expressed in tumor cells or ascites fluid, such as *CXCL1, CXCL2, CXCL3, IL8, IL6, IL6R*, and *CXCR4* [49–51] were reduced in OV3/COX1KD cells (Figure 4A).

We demonstrated a similar pattern of expression of a subset of the above-mentioned genes in COX-1 knockdown cells at the protein level (Figure 4B). We also tested the effects of COX-1 knockdown on gene expression in a second HGSOC-like ovarian cancer cell line, OVCAR-4, with relatively high COX-1 expression [28, 29]. As shown in Supplementary Figure S5A, we identified two distinct combinations of siRNA duplexes that robustly inhibited COX-1 expression in these cells. Consistent with the results in OVCAR-3 cells, COX-1 down-regulation induced p21 and E-cadherin, and inhibited VEGF, protein expression in OVCAR-4 cells (Supplementary Figure S5A).

To complement our COX-1 knockdown studies, we stably over-expressed COX-1 or empty vector in COX-1 deficient SKOV-3 cells (SK/COX1 and SK/PCDNA, respectively) [14]. SK/COX1 robustly expressed both COX-1 protein (Figure 4B) and mRNA (Supplementary Figure S3B), and displayed increased radiolabeled prostaglandin production following ^14^C-AA stimulation compared to SK/PCDNA cells (Supplementary Figure S3C). COX-1 over-expression in SK/COX1 cells reversed mRNA and protein expression of pro- and anti-tumorigenic genes compared to COX-1 knockdown in OVCAR-3 and OVCAR-4 cells (Figure 4B and Supplementary Figure S3B). SK/COX1 cells have higher basal VEGF levels than SK/PCDNA cells (Figure 4C), but still displayed increased secretion and cellular levels of VEGF following AA exposure (Figure 4C–4D). SK/COX1 cells also showed higher basal levels of p-SMAD1/5 than SK/PCNA cells, and displayed increased responsiveness to AA stimulation (Figure 4D). These results suggest high COX-1 expression was associated with elevated BMP pathway activity.

### COX-1 promotes ovarian cancer cell growth and migration/invasion *in vitro*

We used our knockdown and over-expression models to evaluate the cellular consequences of COX-1 expression in ovarian cancer. COX-1 depleted cells (OV3/COX1KD #2) displayed a 50% reduction in cell viability/proliferation at 72 hours compared to scrambled control (OV3/SCR) cells in sulfurhodamine B (SRB) cell viability assays (Figure 5A). The ability of COX-1 knockdown cells to form colonies from single cells was also markedly reduced (Figure 5B–5C). Similar inhibitory effects on cell viability and growth were observed in an additional COX-1 knockdown clone (OV3/COX1KD#1) (Supplementary Figure S6A–S6C), and with transient siRNA-mediated COX-1 in OVCAR-4 cells (Supplementary Figure S5B–S5D). Since we also identified cell invasion/migration as a pathway significantly reduced in COX-1 knockdown cells in our RNA-seq experiments, we determined the role of COX-1 expression in an *in vitro* cell migration/invasion assay. Migration of COX-1 depleted OV3/COX1KD cells through Matrigel-coated transwell was significantly inhibited compared to OV3/SCR cells (Figure 5D–5E).

**Figure 5:**
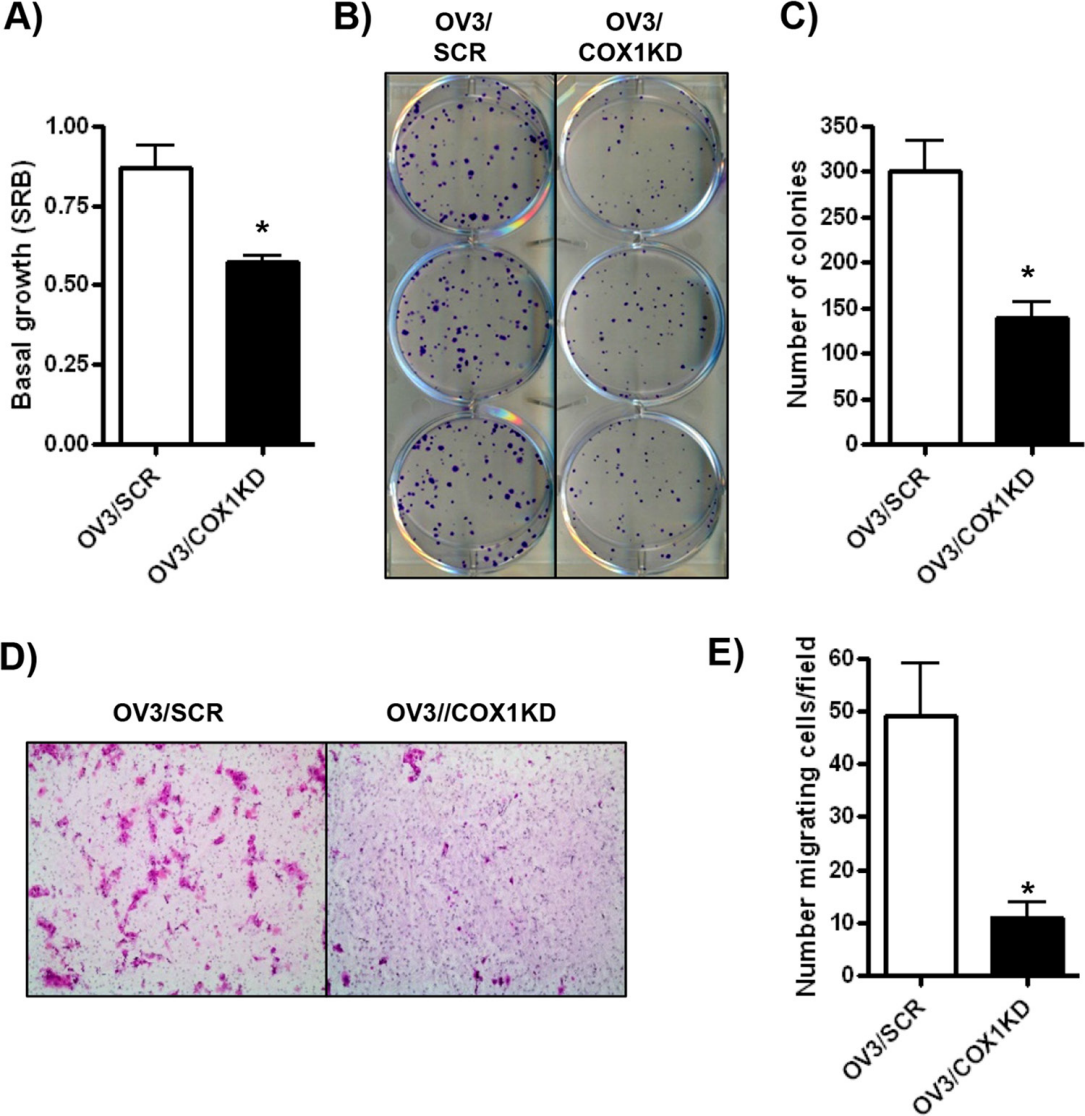
COX-1 knockdown in ovarian cancer cells promotes an anti-tumorigenic cellular phenotype **A.** SRB cell viability assay of OV3/SCR and OV3/COX1KD cells after 72 h growth. **B–C.** Colony forming assay of OV3/SCR and OV3/COX1KD cells. 500 cells were seeded per cell line and colonies allowed to grow for 14 days. **D–E.** Invasion through Matrigel by OV3/SCR and OV3/COX1KD cells after 48 h. Values are mean + SEM of 3 independent experiments. 5 fields were counted per cell line at x20 objective. *p < 0.01 relative to OV3/SCR cells, Student's *t* test.

To validate the specificity of the functional effects of COX-1, we performed experiments where COX-1 over-expression in SK/COX1 cells was reversed by siRNA-mediated knockdown of COX-1. In control, non-targeting (NT) siRNA-transfected cells, SK/COX1 cells displayed higher basal protein levels of COX-1, cyclin D1, VEGF, and MMP2 compared to SK/PCDNA (Figure 6A). The stimulatory effects of COX-1 over-expression on the expression of cyclin D1, VEGF, and MMP2 were efficiently inhibited by siRNA-mediated knockdown of COX-1 in SK/COX1 cells (Figure 6A). Furthermore, NT siRNA-transfected SK/COX1 cells displayed higher levels of basal cell growth and viability, clonogenicity and invasion compared to SK/PCDNA cells treated with NT siRNA (Figure 6B–6F). These results are consistent with the increased expression of molecular markers of proliferation and migration/invasion observed in SK/COX1 cells (Figures 4B–6A and Supplementary Figure S3B). Importantly, the stimulatory effects of COX-1 over-expression on cell growth and viability, clonogenicity, and migration/invasion were dependent on COX-1, as they were markedly attenuated by siRNA-mediated COX-1 knockdown in SK/COX1 cells (Figure 6B–6F).

**Figure 6:**
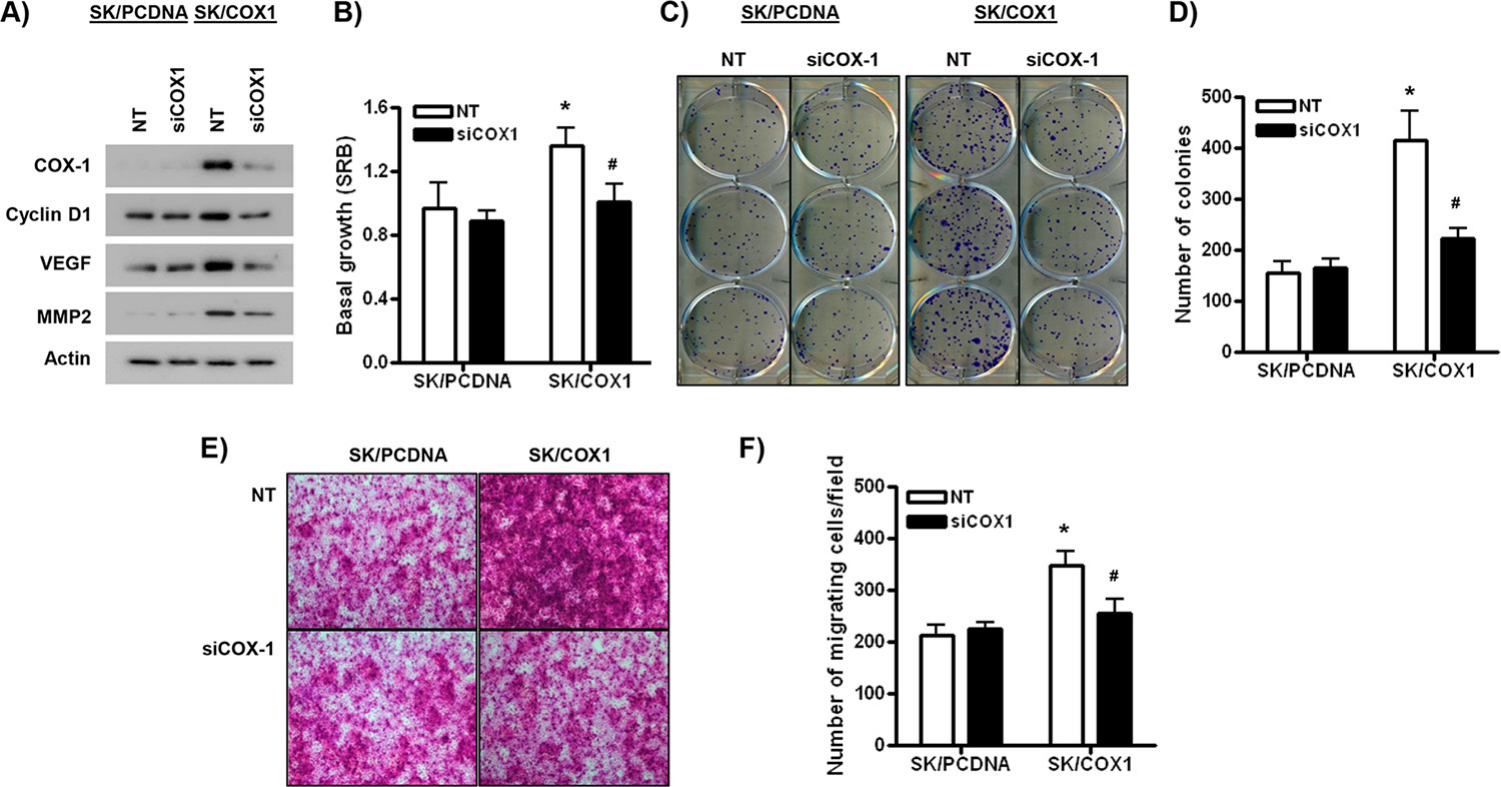
COX-1 over-expression in ovarian cancer cells is pro-tumorigenic **A.** Western blot analysis of SK/PCDNA or SK/COX1 cells transfected with COX-1-targeting siRNA (siCOX1) or control, non-targeting (NT) siRNA (100 nM) for 48 h. **B.** SRB cell viability assay of SK/PCDNA and SK/COX1 cells transfected with siCOX1 or NT (20 nM) after 72 h growth. **C–D.** Colony forming assay of SK/PCDNA and SK/COX1 cells transfected with siCOX1 or NT (20 nM). 400 cells were seeded per cell line treatment and colonies allowed to grow for 7 days growth in low-serum containing medium. **E–F.** Invasion through Matrigel by SK/PCDNA and SK/COX1 cells transfected with siCOX1 or NT (20 nM) after 24 h. 5 fields were counted per cell line/treatment at x20 objective. Values are mean + SEM of 3 independent experiments. *p < 0.01 relative to SK/PCDNA cells, #*p* < 0.01 relative to NT-treated SK/COX1 cells, Student's *t* test.

## DISCUSSION

In this study, we used multiple methods to gain additional insight into the role of COX-1 gene expression and function in human ovarian cancer. First, we uncovered a distinct pattern of COX-1 up-regulation in HGSOC tumors at gene and protein levels of expression through large-scale analyses of patterns of COX-1 and COX-2 expression in ovarian cancer from public databases and our own tumor bank. Second, we interrogated representative ovarian cancer cell lines with stable genetic knockdown of COX-1 to demonstrate that along with down-regulation of PG signaling, multiple pro-tumorigenic pathways, including proliferation, angiogenesis, migration/invasion, inflammation, and immune processes were down-regulated in a coordinated manner. Individual gene expression changes in EMT, TGF-β, BMP, and NF-κB signaling in COX-1 knockdown cells were consistent with inhibition of these pro-tumorigenic pathways. Finally, we performed functional assays to confirm that a reduction in cell viability, clonogenicity, and migration/invasion in the isogenic cell lines were consistent with the transcriptomic changes. Together, these results provide support for a pro-tumorigenic role for COX-1 in ovarian cancer, particularly HGSOC tumors.

The main strength of this study is the large-scale, quantitative analysis of RNA-seq data for COX-1 and COX-2 gene expression that has been absent in previous studies. The striking pattern of COX-1 over-expression in HGSOC tumors distinguishes these tumors from other tumor types represented in the TCGA. The underlying reason for COX-1 mRNA up-regulation in HGSOC tumors is not known. However, epigenetic mechanisms are implied, because *COX-1* is rarely mutated or amplified in HGSOC tumors [27]. Furthermore, we have also shown a clear enrichment of COX-1 expression above that of COX-2 in a majority of HGSOC tumors compared to other histological subtypes of ovarian cancer in a large TMA. Strong correlation between mRNA and protein expression levels of COX-1 in representative HGSOC tumors is another strength of the study. Although the relatively small numbers of low-grade serous, endometrioid, mucinous and clear cell tumors on our TMA is a limitation, the distribution of ovarian tumor types in this study is in line with the distribution of ovarian cancer in the population [1, 2]. Subsequent independent studies with larger numbers of histological subtypes of ovarian cancer are needed to validate our findings.

One potential limitation of the mRNA expression studies is that the tumors evaluated from the TCGA database and our tumor bank were not microdissected. Although the tissue samples contained greater than 80% tumor per sample, contamination from cells in the stroma/tumor microenvironment such as inflammatory cells could have influenced our results. Despite this potential limitation, immunostaining results of intact tissue demonstrated tumor-specific expression of COX-1 and expression of COX-2 in both tumors and stroma, which is consistent with previous observations [18, 52].

Previous reports have shown that COX-1, not COX-2, is up-regulated in multiple genetically engineered mouse models of ovarian cancer [32, 33], suggesting that COX-1 has a pro-tumorigenic role. In this report, we have confirmed that COX-1, rarely COX-2, protein expression is elevated in genetically engineered models of ovarian cancer with a variety of pro-tumorigenic alterations. Interestingly, all share defects in p53,which is the most common molecular alteration in HGSOC tumors [27]. Thus, these models could be used for investigating specific interactions between COX-1 specific pro-tumorigenic pathways in HGSOC.

Our comprehensive evaluation of the stable isogenic COX-1 ovarian cancer cell lines supports a cell autonomous role of COX-1 in promoting a pro-tumorigenic phenotype in ovarian cancer. A likely mechanism by which COX-1 promotes pro-tumorigenic signaling is through PG production [7–9]. In this study, we demonstrated that overall levels of PGs were reduced in COX-1 knockdown cells. This result reflects down-regulation of AA conversion to PGH (via COX-1) and PGH conversion to PGE via PG receptors. Two out of four PG receptor isoforms were also down-regulated (PTGER1&4). PTGER2 and PTGER4 have been most studied in ovarian cancer and implicated in promoting growth and pro-tumorigenic cytokine production [53–55]. However, the overall influence of PG receptor status remains unclear since the PTGER2 isoform was up-regulated in COX-1 knockdown cells. Our analysis also demonstrated that knockdown of COX-1 gene expression inhibits multiple pro-tumorigenic pathways *in vitro*. Of the pro-tumorigenic pathways, NF-κB stands out as a known target of COX enzymes in ovarian cancer [56] and is an important link between many of the pathways that intersect the COX-1/PG axis in ovarian cancer cells [47, 48]. Although these results will need further validation *in vivo*, they provide additional evidence for a pro-tumorigenic role of COX-1 in ovarian cancer.

Our studies using the isogenic COX-1 cell lines are in line with previous studies showing that COX-1 inhibitors are more effective than COX-2 inhibitors in suppressing tumor growth in preclinical ovarian cancer models [10–12, 14–17]. Our group and others have shown that aspirin, a stronger COX-1 than COX-2 inhibitor, and SC-560, a potent COX-1 selective inhibitor [57], suppress tumor growth in COX-1-overexpressing cell culture and mouse models of ovarian cancer [10–12, 14–17]. Even at low doses, aspirin is a potent inhibitor of COX-1 in pre-systemic circulation and an irreversible inhibitor of COX-1 in anucleated platelets [58]. However, aspirin has only short-term reversible inhibition of COX-1 and COX-2 in nucleated cells [59] and SC-560 is not clinically suitable due to poor bioavailability [57]. Thus, the controversies in the epidemiological literature regarding the role of COX inhibitors aspirin and NSAIDs in ovarian cancer could be due to the lack of available potent and selective COX-1 inhibitors in the clinic. Our results provide support for the development of new COX-1 selective compounds.

Novel COX-1 selective compounds are now in preclinical development [60–62]. To test emerging COX-1 compounds for therapeutic and diagnostic purposes, we will pursue future studies using our OVCAR-3 and SKOV-3 isogenic cell lines as xenografts. These studies will be designed to compare differences in basal growth rates of tumors originating from high and low COX1-expressing cells, confirm molecular changes observed in cultured cells, and importantly, validate the specificity of emerging COX-1 inhibitors. These models will be important tools for designing COX-1 tumor-directed diagnostics and therapeutics. We acknowledge that COX-1 is expressed in a broad spectrum of tissues and has important physiologic functions and toxicities will need to be addressed in the development of systemic COX-1 inhibitors. However, as suggested by recent preclinical mouse models, COX-1 selective compounds have been well-tolerated [60–62].

Over 20 years ago, COX-1 was discovered as a tumor-associated antigen in ovarian cancer [3, 4]. Despite decades of research on COX-1 in ovarian cancer, conflicting and controversial preclinical and epidemiological results have limited the development of COX-1 as a molecular target. Our study was designed to address some of the controversies regarding the role of COX-1 in human ovarian cancer and to gain insight into specific tumor types that could benefit from COX-1 selective agents. Based on our results, we have developed the following conceptual framework for COX-1 in ovarian cancer (Figure 7). COX-1 appears to have an important pro-tumorigenic role in HGSOC tumors, the most biologically aggressive histological type of ovarian cancer, likely through PG signaling. In other histological subtypes of ovarian cancer, such as endometrioid and mucinous tumors, COX-2 may play a more dominant role. In normal ovarian tissue, COX-1 and/or COX-2 have important physiologic functions in folliculogenesis and ovulation [63–65]. Although the role of COX-1 in the fallopian tube is not clear, it could provide clues into the mechanisms of COX-1 overexpression in HGSOC tumors since the fallopian tube is a putative precursor for HGSOC tumors [66]. In conclusion, our study provides strong support for a role for COX-1 in HGSOC and continued development of COX-1 as a viable molecular target for diagnostic, chemopreventive, and therapeutic purposes in HGSOC tumors, the most common and aggressive type of ovarian cancer.

**Figure 7:**
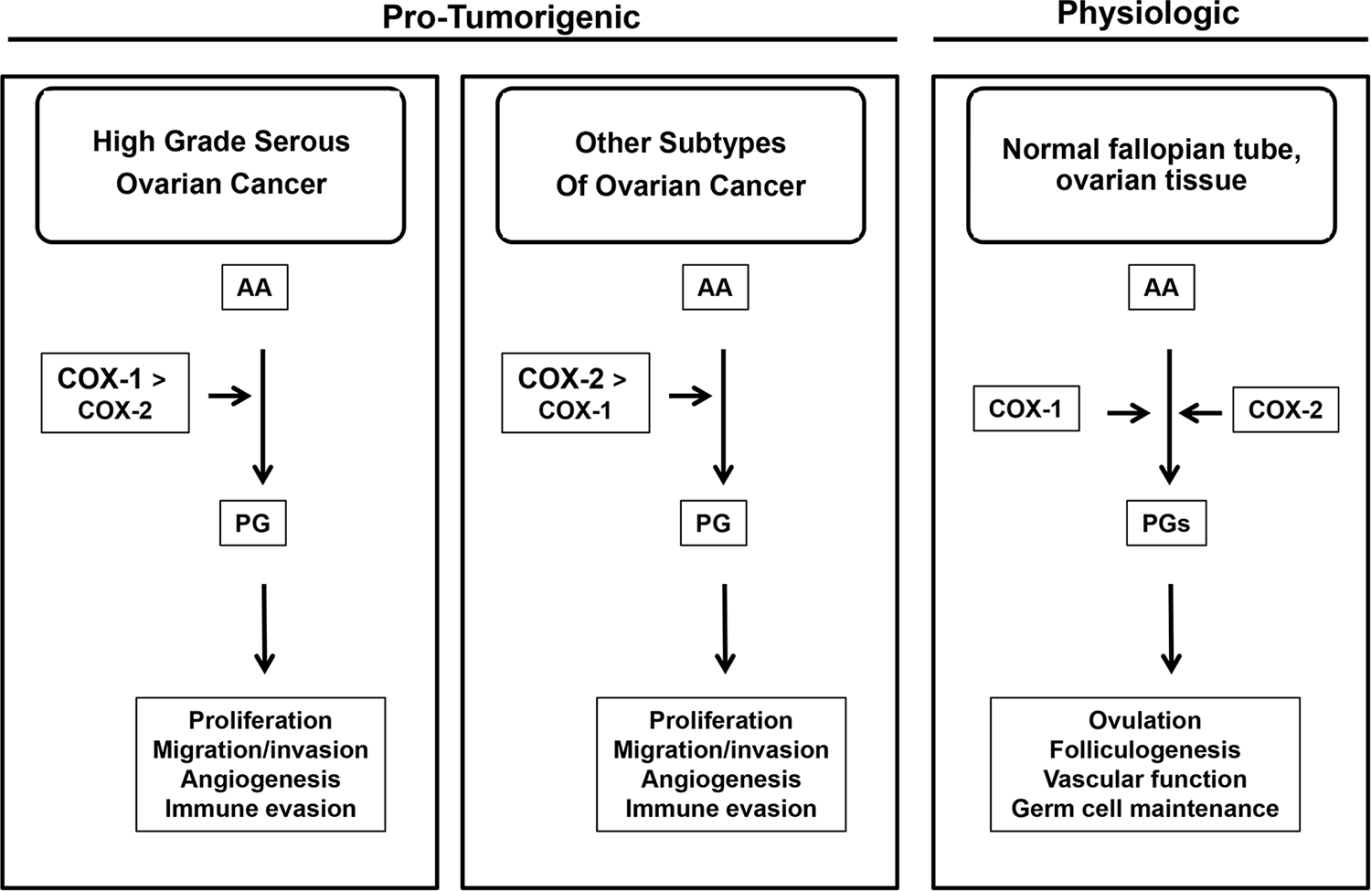
Conceptual Framework of COX-1 and COX-2 in Ovarian Cancer COX-1 appears to have an important pro-tumorigenic role in HGSOC tumors. In other histological subtypes of ovarian cancer, such as endometrioid and mucinous tumors, COX-2 may play a more dominant role. In normal ovarian tissue, COX-1 and/or COX-2 have important physiologic functions such as folliculogenesis and ovulation. The role of COX-1 in the normal fallopian tube is not clear.

## MATERIALS AND METHODS

### Analysis of COX-1 and COX-2 expression in ovarian tumors

First, we used data extracted from The Cancer Genome Atlas (TCGA) project [27]. We obtained RNA-seq V2 data normalized by RSEM (RNA-seq by expectation maximization) software for *COX-1/PTGS1* and *COX-2/PTGS2* transcripts in HGSOC via the cBioPortal resource (http://www.cbioportal.org). TCGA ovarian cancer studies focused solely on HGSOC tumors. For the PANCAN tumor panel: bladder urothelial carcinoma (BLCA), breast invasive carcinoma (BRCA), colorectal adenocarcinoma (COAD), glioblastoma multiforme (GBM), head and neck squamous cell carcinoma (HNSC), kidney renal clear cell carcinoma (KIRC), acute myeloid leukemia (LAML), lung adenocarcinoma (LUAD), lung squamous cell carcinoma (LUSC), ovarian serous adenocarcinoma (OV) and uterine corpus endometrioid carcinoma (UCEC).

To assess basal *COX-1* and *COX-2* gene expression in ovarian cancer cell lines, we accessed the CellMiner resource Affymetrix U133 Plus 2.0 microarray data from 7 ovarian cancer cell lines in the NCI 60 cancer cell line panel [67] and the Broad-Novartis Institute Cancer Cell Line Encyclopedia (CCLE) for *COX-1* and *COX-2* Affymetrix U133 Plus 2.0 microarray mRNA expression data from 47 unique ovarian cancer cell lines [28]. Expression of *COX-1* and *COX-2* was compared to the corresponding “HGSOC similarity score” for each of the ovarian cancer cell lines, which was generated by comparing copy number changes, mutations and mRNA expression profiles to that characteristic of patient HGSOC tumors [29].

Finally, we used a fully annotated tissue microarray (TMA) generated in our laboratory from ovarian cancer patient serous, endometrioid, mucinous, and clear cell tumors [30] (Supplementary Table S3). Institutional Review Board approval for the tissue studies was obtained at Vanderbilt University Medical Center as previously published [30].

### Cell culture

Growth of the human epithelial ovarian cancer cell lines SKOV-3, OVCAR-3 and OVCAR-4, well-characterized as part of the National Cancer Institute (NCI) 60 Cancer Panel [67, 68], have been described previously [30]. The growth of SKOV-3 cells stably transfected with a pcDNA-COX1 expression vector (SK/COX1) and control cells stably expressing the empty vector (SK/PCDNA) has been described previously [30]. In addition, the following mouse ovarian cancer cell lines were used: ID8 [31] and genetically engineered mouse T1, T2 T2+RAS, T3 and TBR5 cells [32, 33]. Cell lines were authenticated in 2014 by the Vanderbilt Technologies for Advanced Genomics (VANTAGE) Core using the GenePrint 10 kit (Promega, Madison, WI). Gene loci profiles were verified using, where applicable, NCI 60, COGCELL, and ATCC reference databases. All cell lines used tested negative for Mycoplasma.

### Generation of COX-1 stable knockdown cells

OVCAR-3 cells were transfected (Lipofectamine 2000, Invitrogen Corp., Carlsbad, CA) with a pre-designed pRS shRNA HuSH-29 plasmid targeting human COX-1 or control, scrambled shRNA (ShScr) on the same vector background (Origene, Rockville, MD). Stably expressing OVCAR-3 clones were selected with 0.1 μg/ml puromycin (Sigma Chemical Co., St Louis, MO), and screened for COX-1 expression by western blot. Two independent clones displaying robust down-regulation of COX-1 protein levels (OV3/COX1KD) compared to clones expressing scrambled ShRNA (OV3/SCR) were selected for further analysis. COX-1 mRNA and protein knockdown was verified by quantitative real time RT-PCR and RNA-seq, and Western blot, respectively.

### Transient COX-1 knockdown

For transient knockdown of COX-1, cells were transfected with ON-TARGETplus non-targeting (NT) or COX-1-targeting siRNA duplexes (Thermo Fisher Scientific, Inc., Waltham, MA) using RNAiMAX transfection reagent (Invitrogen Corp.). Two independent combinations of duplexes were used to efficiently down-regulate COX-1 expression. Validation of COX-1 protein knockdown was performed by western blot analysis.

### RNA isolation and RNA-seq analysis

OV3/SCR and OV3/COX1KD cells were harvested in growing log phase and RNA isolation performed as previously described [69]. Three independent passages of cells were assayed by RNA-seq analysis of gene expression in our isogenic cell line pair of COX-1 proficiency and deficiency was performed by the Vanderbilt Technologies for Advanced Genomics Core (VANTAGE) core using the Illumina HiSeq2500 platform. RNA-seq reads were aligned to the human genome hg19 using TopHat2 [70] and the number of reads mapped to each gene was calculated by HTseq (http://www-huber.embl.de/users/anders/HTSeq/). Differentially expressed genes between the OV3/COX1KD and OV3/SCR cells were detected by DESeq2 [71]. The *P* values were corrected for multiple testing using the Benjamini-Hochberg procedure [72]. The significantly changed genes were determined based on fold change greater than 2.5 (FC>2.5) and the corrected *P* value less than 0.01 (FDR < 0.01). Functional enrichment analysis on differentially expressed genes to infer pathways and regulatory mechanisms associated with COX-1 expression was performed by WebGestalt (Web-based gene set analysis toolkit; http://bioinfo.vanderbilt.edu/webgestalt/) [73]. Enrichment p-values were generated by the Fisher's exact test and adjusted by Benjamini and Hochberg's multiple-test [72]. Raw and processed RNA-seq data files are available at the GEO repository http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE66173.

### Quantitative real time RT-PCR (QPCR)

QPCR analysis was performed to compare mRNA expression of selected genes in OV3/SCR and OV3/COX1KD cells. In addition, three independent passages of SK/PCDNA and SK/COX1 cells were harvested in growing log phase and processed for RNA isolation. Levels of mRNA expression for *COX-1, COX-2*, and other established markers of cell proliferation, angiogenesis, epithelial-mesenchymal transition (EMT) and cell migration/invasion were determined using QPCR at the Vanderbilt VANTAGE Core. Taqman® probes for the following genes are in Supplementary Table S4: *COX-1, COX-2, CDKN1A* (p21), *CCND1* (cyclin D1), *VEGFC* (Vascular endothelial growth factor C), *CHD2* (N-cadherin), *SNAI1* (SNAIL), *MMP7* (matrix metalloproteinase 7), *MMP2, FN1* (fibronectin), *CHD1* (E-cadherin) and *GAPDH*. Additional details are provided in Supplementary Methods.

### Immunohistochemistry

Tissue fixation, processing and sectioning methods have been previously described [74]. Hematoxylin and eosin staining for histology and immunostaining for human COX-1, COX-2, PAX8 and p53 were performed as described [74]. Additional details for these antibodies are provided in Supplementary Materials and Methods. For our ovarian cancer TMAs, semi-quantitative measurement of COX-1 and COX-2 expression in tumors was performed using the automated Ariol® SL-50 Platform (Molecular Devices LLC, Sunnyvale, CA) in the Digital Histology Shared Resource (DHSR) at Vanderbilt University Medical Center (VUMC) (http://www.mc.vanderbilt.edu/dhsr). [30]. Staining of COX-1 and COX-2 for each tumor was classified as high (>50% positive tumor cells), moderate (10–50% positive tumor cells) or weak (~10% positive tumor cells), based on a meta-analysis of COX staining in ovarian cancer [21].

### Western blot analysis

Whole cell protein isolation, preparation of nuclear extracts, Western blotting and signal detection were performed, as described previously [30], to detect protein levels of COX-1, COX-2, VEGF, MMP2, cyclin D1, p21, E-cadherin, phospho-Smad 1/5, p65/RelA and RelB. Corresponding levels of β-actin and histone H3 were used as loading controls for whole and nuclear extracts, respectively. Additional details are provided in Supplementary Materials and Methods.

### Functional cellular assays

Cellular COX activity was measured by stimulation with 50 μM ^14^C-arachidonic acid (30 s at 37°C) followed by quantification of radiolabeled prostaglandin products, as described [62]. The percentage of total products was expressed per 10^6^ cells. Cellular secretion of VEGF into serum-free medium with and without stimulation with arachidonic acid (20 μM) for 24 hours was measured using a human VEGF ELISA plate according to manufacturer's instructions (Signosis Inc, Santa Clara, CA). Sulfurhodamine B (SRB) growth assays were performed as previously described [31, 69]. Effects on cell growth were measured 72 hours after plating of cells. Clonogenic assays were performed and quantified using the GelCount System (Oxford Optronix, UK) in the DHSR at VUMC [69]. Cell invasion assays were performed using low basement membrane cell invasion inserts according to manufacturer's instructions (Trevigen, Gaithersburg, MD). Standard 10% FBS growth medium was used as a chemoattractant in the lower chamber for cells grown on the inserts. Following invasion, cells on the side of the insert facing the lower chamber were stained with 1% crystal violet, and the insert carefully mounted on a microscope slide for quantification of invading cells. 5 fields per insert were counted using a 5x objective lens.

### Statistical analysis

Differences between COX-1 and COX-2 mRNA and protein levels in ovarian tumors, and differences in COX-1 expression between ovarian TCGA tumors and the remaining tumor histiotypes in the PANCAN tumor panel, were determined by Mann-Whitney test, with *p* < 0.05 considered to be statistically significant. For comparisons of stratified TMA COX-1 and COX-2 staining (high, moderate, or weak) with respect to tumor histological subtypes and serous tumor grade, a chi-squared test was employed. When expected cell counts were less than 5, the Fisher's exact test was employed. For the *in vitro* experiments, values shown were based on the mean + SD of 3 independent experiments. Differences relative to appropriate controls were evaluated by the Student's *t*-test, with *p* < 0.05 considered to be statistically significant.

## SUPPLEMENTARY METHODS

# Supplementary material for: Aberrant over-expression of COX-1 intersects multiple pro-tumorigenic pathways in high-grade serous ovarian cancer
**Source:** Oncotarget. 2015 May 4;6(25):21353–68. doi: 10.18632/oncotarget.3860
**Supplement:** Supplementary file 1

## SUPPLEMENTARY METHODS

### Western blotting

The following primary antibodies were used: mouse monoclonal anti-COX-1 (Santa Cruz Biotechnology, Dallas, TX) (1:1000 dilution), rabbit polyclonal anti-COX-2 (Cayman Chemicals, Ann Arbor, MI.) (1:500 dilution), rabbit polyclonal anti-MMP2 (Abcam, Cambridge, MA) (1:1000 dilution), rabbit polyclonal anti-VEGF (Abcam) (1:1000 dilution), rabbit polyclonal anti-cyclin D1 (Abcam, Cambridge, MA) (1:500 dilution), rabbit polyclonal anti-Ecadherin (Cell Signaling Technology, Beverly, MA) (1:500 dilution), mouse monoclonal anti-p21 (Neomarkers, Fremont, CA) (1:250 dilution), rabbit polyclonal anti-phospho-Smad 1/5 (Cell Signaling Technology) (1:250 dilution), rabbit polyclonal anti-p65/RelA (Cell Signaling Technology) (1:1000 dilution), rabbit polyclonal anti-RelB (Cell Signaling Technology) (1:500 dilution), mouse monoclonal anti- $\beta$ -Actin (Sigma Chemical Co.) (1:10000 dilution) and mouse monoclonal anti-histone H3 (EMD Millipore, Billerica, MA).

### Quantitative real time RT-PCR

Total RNA was isolated using the Qiagen RNeasy Kit (Qiagen, Valencia, CA) according to manufacturer's

instructions. Levels of mRNA expression were determined using Life Technologies (Grand Island, NY) FAM-MBG TaqMan® gene expression assays using the 7900HT real-time PCR machine (Applied Biosystems, Foster City, CA). Genes examined and their respective TaqMan® probes are listed in Supplementary Table S4. Relative expression was measured compared to an internal GAPDH standard, and calculated using the  $2^{-\Delta\Delta CT}$  method.

### Immunohistochemistry

In human ovarian tumor tissue, immunostaining for the following primary antibodies was performed in the Vanderbilt Immunohistochemistry Core Facility: mouse polyclonal anti-COX-1 (Santa Cruz Biotechnology) (1:100 dilution for 1 hour); mouse monoclonal anti-COX-2 (ThermoFisher Scientific) (1:300 dilution for 1 hour); rabbit polyclonal anti-PAX8 (Proteintech, Chicago, IL) (1:50 for 1 hour) and p53 (Ready-To-Use, #PA0057, Leica-Microsystems, Buffalo Grove, IL).

## SUPPLEMENTARY FIGURES AND TABLES

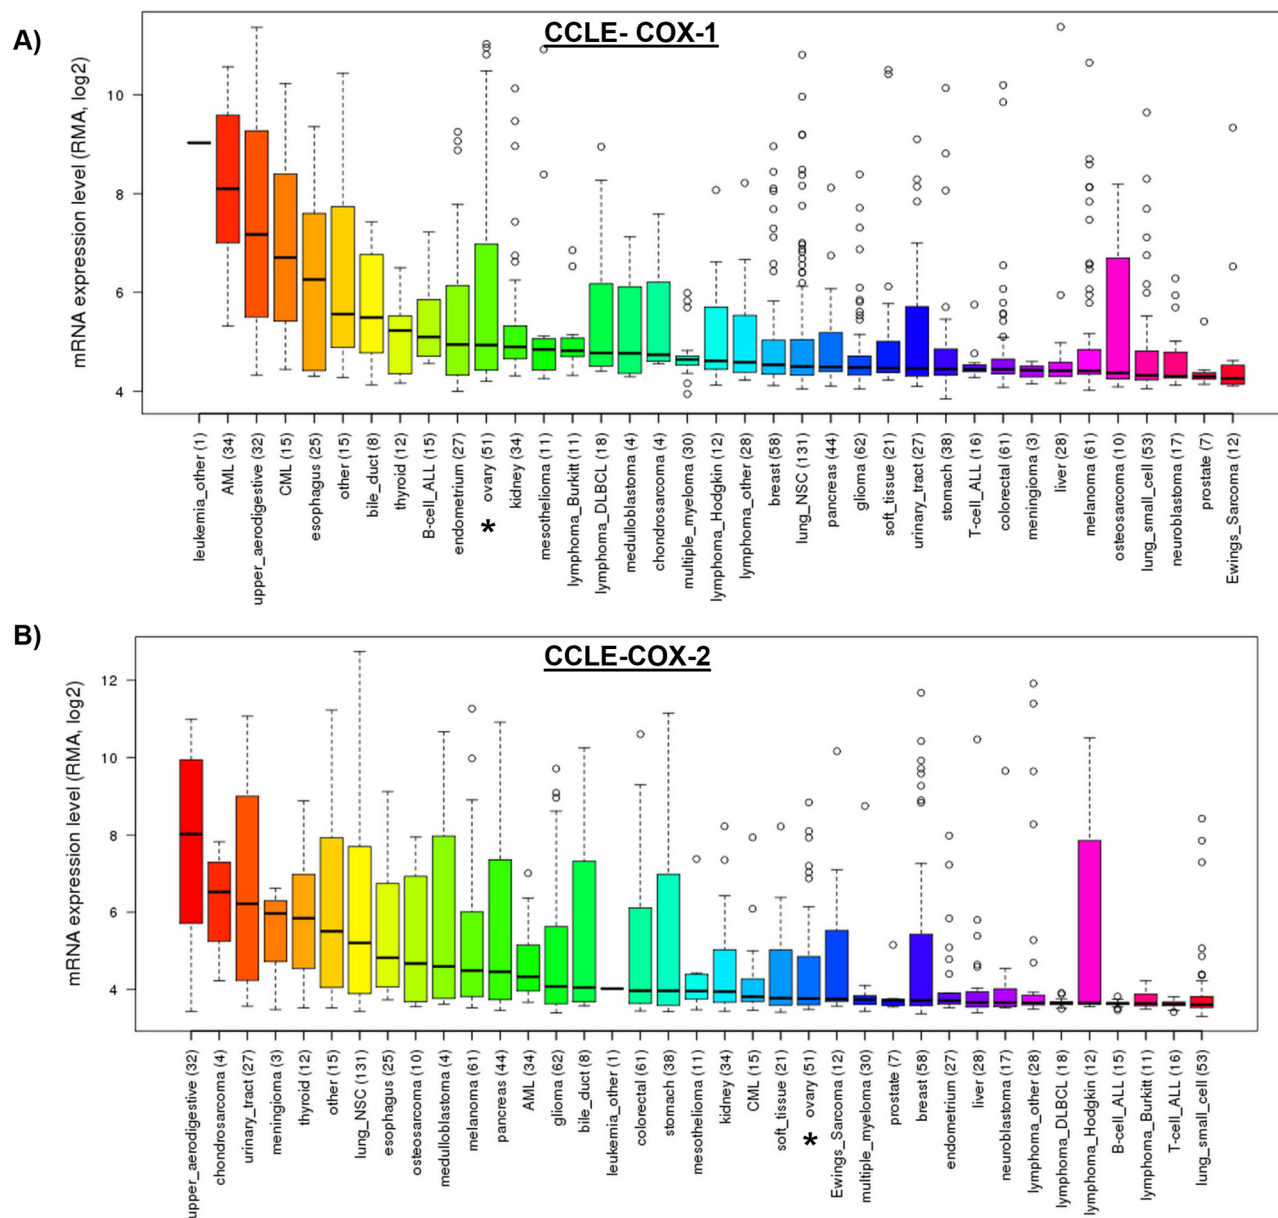

**Supplementary Figure S1: Expression of COX-1 and COX-2 mRNA in the full panel of cancer cell lines in the Broad Institute CCLE. The asterisk denotes ovarian cancer cell lines.**

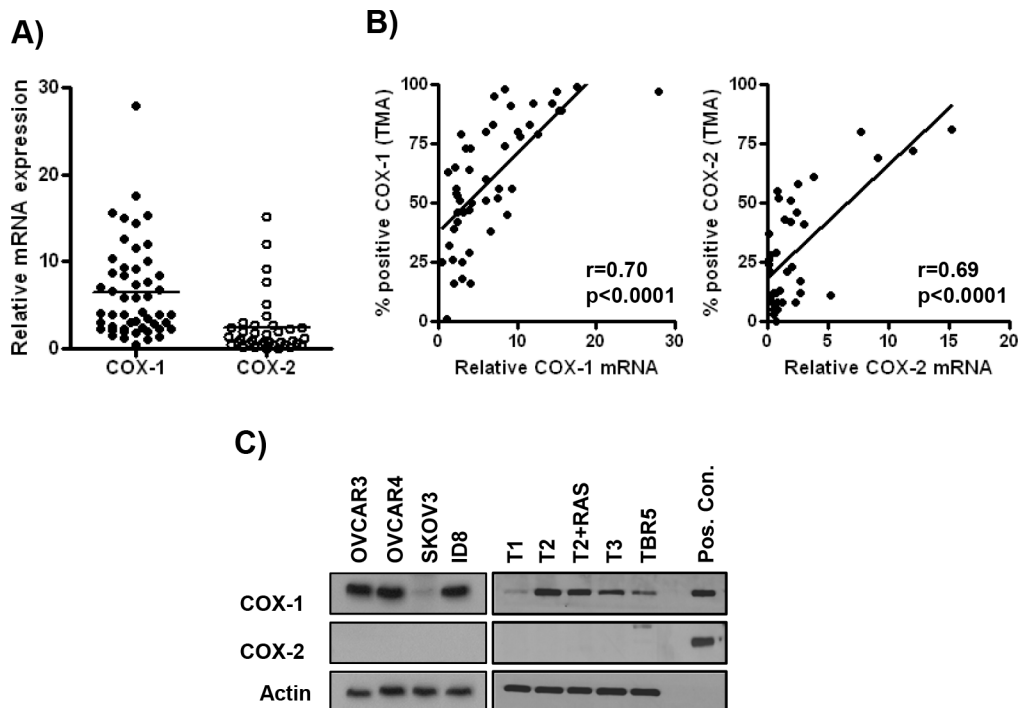

**Supplementary Figure S2: A.** QPCR analysis of COX-2 mRNA expression in a subset of serous tumors from the Khabele TMA. **B.** Spearman correlation of COX-1 protein and mRNA expression in a subset of 52 serous tumors in the TMA. **C.** Western blot analysis of protein expression of COX-1 and COX-2 in human and mouse-derived ovarian cancer cell lines. Actin was the loading control.

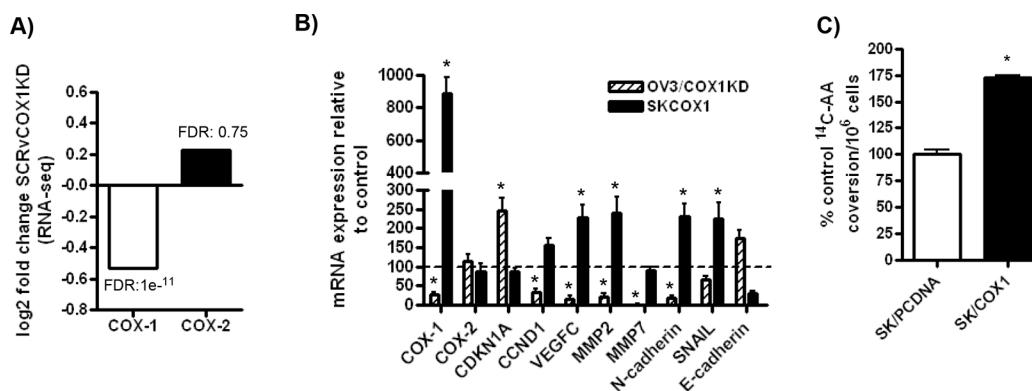

**Supplementary Figure S3: A.** RNA-seq analysis of COX-1 and COX-2 mRNA expression in OV3/COX1KD clone #2 compared to OV3/SCR clone #1 cells. FDR values are shown for DESeq2 analyses. Values are log2 fold change for 3 replicate experiments. **B.** Effects of COX-1 down-regulation on mRNA expression of selected genes were confirmed in QPCR assays. Effects of COX-1 over-expression in SK/COX1 cells were also determined. Values are expressed as a percentage of the respective control cell expression. **C.** Conversion of  $^{14}C$  arachidonic acid ( $^{14}C$ -AA) to prostaglandin products in SK/PCDNA and SK/COX1 cells after 30 min stimulation in serum-free medium. Results are expressed as a percentage of conversion in control SK/PCDNA cells per 10<sup>6</sup> cells. Values are mean + SEM of least 2 independent experiments. \* $p < 0.01$  compared to corresponding control cell line, Student's  $t$  test.

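With DESeq2's Wald test on the genes that passed the filter, the log2 fold change of PTGS1 was -0.45 (DESeq2 FDR = 4.4e-08), and -0.44 with DESeq2's normal prior on the fold change (DESeq2 FDR = 4.3e-08). PTGS2 was too low to be tested after the filter, and without it DESeq2 gave PTGS2 no FDR.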

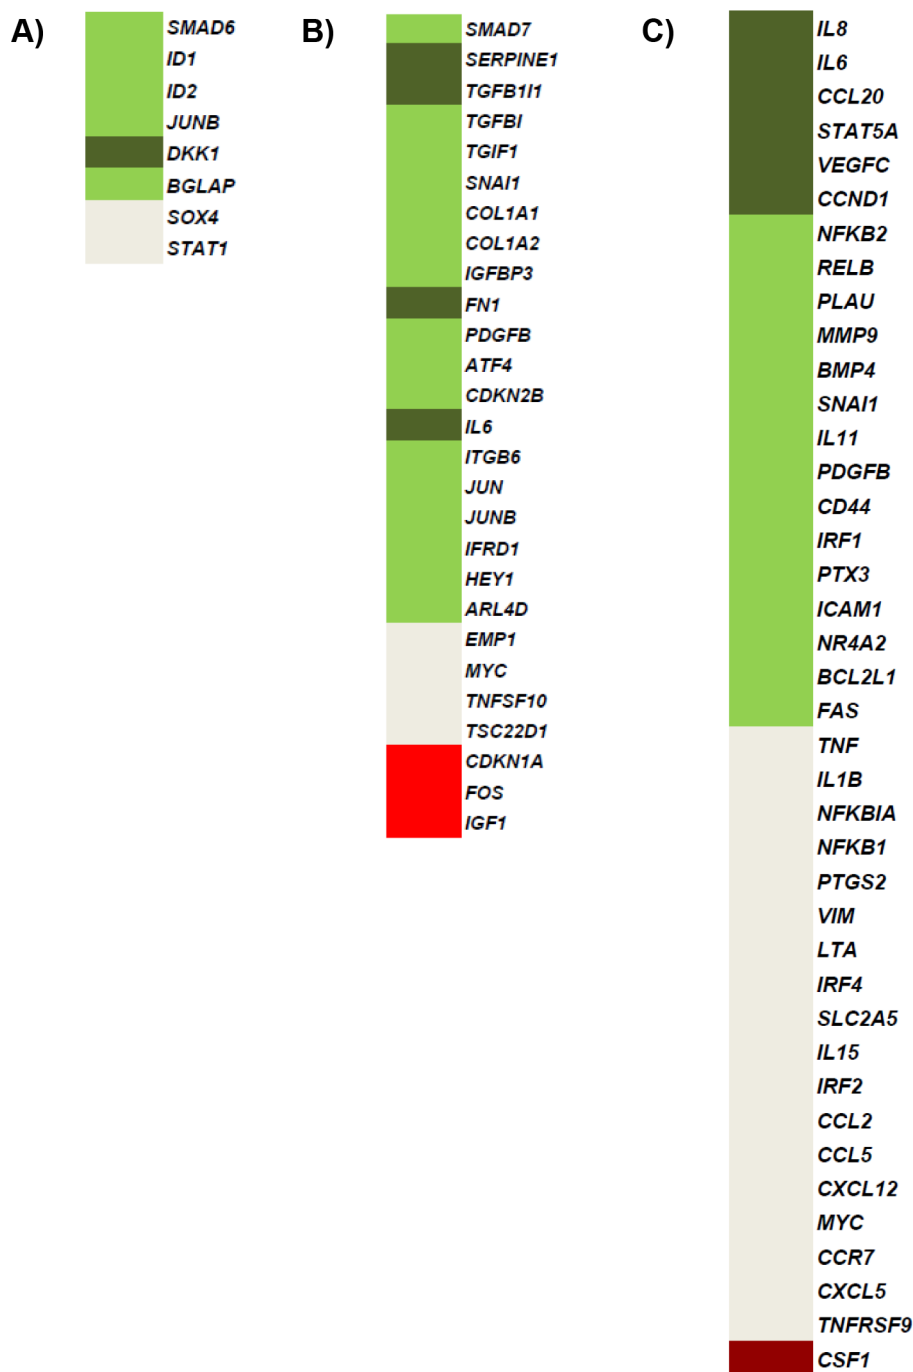

**Supplementary Figure S4: Expression of established targets of A. BMP, B. TGF- $\beta$  and C. NF- $\kappa$ B pathway signaling in OV3/COX1KD cells compared to control OV3/SCR cells in RNA-seq experiments.** Light green ( $\log_2$  fold change  $< -0.5$ , FDR  $< 0.01$ ), dark green ( $\log_2$  fold change  $< -1.5$ , FDR  $< 0.01$ ), light red ( $\log_2$  fold change  $> 0.5$ , FDR  $< 0.01$ ), dark red ( $\log_2$  fold change  $> 1.5$ , FDR  $< 0.01$ ), DeSeq2 analysis. NF- $\kappa$ B target were assessed using the Boston University Biology resource <http://www.bu.edu/nf-kb/gene-resources/target-genes/>.

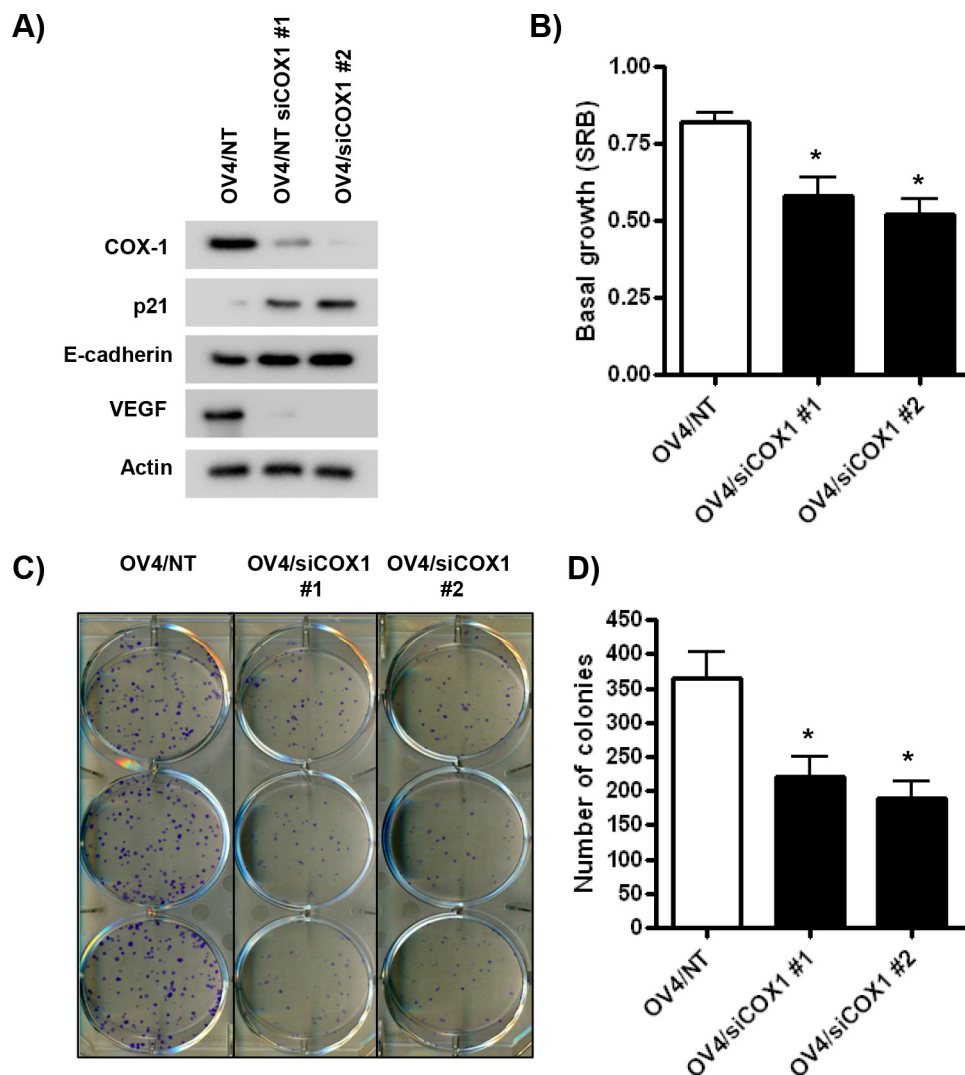

**Supplementary Figure S5:** **A.** Relative effects of COX-1 down-regulation in OVCAR-4 cells on protein expression of selected genes were confirmed by western blot. Actin was used as loading control. Two independent combinations of COX-1 targeting siRNA (siCOX1) were assayed compared to the effects of control, non-targeting siRNA (NT) (all 100 nM). **B.** SRB assay (72 h) and **C–D.** clonogenic assay in OVCAR-4 cells with (OV4/COX1KD) and without (OV4/NT) selective COX-1 down-regulation. 500 cells were seeded per cell line treatment and colonies allowed to grow for 10 days. Values are mean + SEM of 3 independent experiments. \* $p < 0.01$  relative to NT-treated OVCAR-4 cells, Student's  $t$  test.

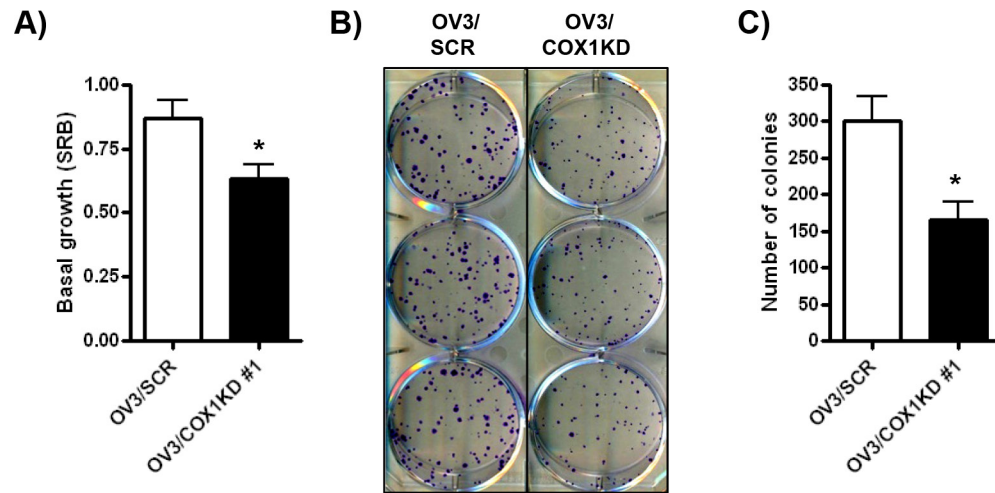

**Supplementary Figure S6: A.** SRB growth assay (72 h) and **B–C.** clonogenic assay of OV3/COX1KD clone #1 compared to OV3/SCR. For clonogenic assays, 500 cells were seeded per cell line and colonies allowed to grow for 14 days. Values are mean + SEM of 3 independent experiments *n*. \* $p < 0.01$ , Student's *t* test.

**Supplementary Table S1: Average transcript intensity COX-1 Z scores**

| Cell lines    | Average z scores |
|---------------|------------------|
| BR:MCF7       | -0.26            |
| BR:MDA_MB_231 | 0.23             |
| BR:HS578T     | -0.12            |
| BR:BT_549     | -0.3             |
| BR:T47D       | -0.53            |
| CNS:SF_268    | -0.65            |
| CNS:SF_295    | -0.04            |
| CNS:SF_539    | -0.42            |
| CNS:SNB_19    | -0.4             |
| CNS:SNB_75    | -0.2             |
| CNS:U251      | -0.1             |
| CO:COLO205    | -0.31            |
| CO:HCC_2998   | -0.45            |
| CO:HCT_116    | 0.25             |
| CO:HCT_15     | -0.22            |
| CO:HT29       | -0.3             |
| CO:KM12       | -0.26            |
| CO:SW_620     | -0.21            |
| LE:CCRF_CEM   | -0.47            |
| LE:HL_60      | 1.57             |
| LE:K_562      | 1.3              |
| LE:MOLT_4     | -0.29            |
| LE:RPMI_8226  | 0.11             |
| LE:SR         | -0.61            |
| ME:LOXIMVI    | -0.48            |
| ME:MALME_3M   | -0.61            |
| ME:M14        | -0.3             |
| ME:SK_MEL_2   | -0.56            |
| ME:SK_MEL_28  | -0.3             |
| ME:SK_MEL_5   | -0.53            |
| ME:UACC_257   | -0.49            |
| ME:UACC_62    | -0.2             |
| ME:MDA_MB_435 | -0.46            |
| ME:MDA_N      | -0.24            |
| LC:A549       | -0.18            |

(Continued)

|                |       |
|----------------|-------|
| LC:EKVX        | 0.11  |
| LC:HOP_62      | 0.23  |
| LC:HOP_92      | -0.17 |
| LC:NCI_H226    | -0.35 |
| LC:NCI_H23     | -0.58 |
| LC:NCI_H322M   | -0.44 |
| LC:NCI_H460    | 0.24  |
| LC:NCI_H522    | -0.45 |
| OV:IGROV1      | -0.02 |
| OV:OVCAR_3     | 2.34  |
| OV:OVCAR_4     | 5.18  |
| OV:OVCAR_5     | 0.48  |
| OV:OVCAR_8     | -0.41 |
| OV:SK_OV_3     | -0.18 |
| OV:NCI_ADR_RES | -0.29 |
| PR:PC_3        | -0.47 |
| PR:DU_145      | -0.24 |
| RE:786_0       | 0.41  |
| RE:A498        | 0.09  |
| RE:ACHN        | 0.1   |
| RE:CAKI_1      | 0.36  |
| RE:RXF_393     | 0.14  |
| RE:SN12C       | -0.21 |
| RE:TK_10       | 0.26  |
| RE:UO_31       | 0.54  |

Values are percentage of tumor cells staining positive for COX-1 or COX-2 by automated image analysis. NS = no spot. N/A represent tumors of non-epithelial origin.

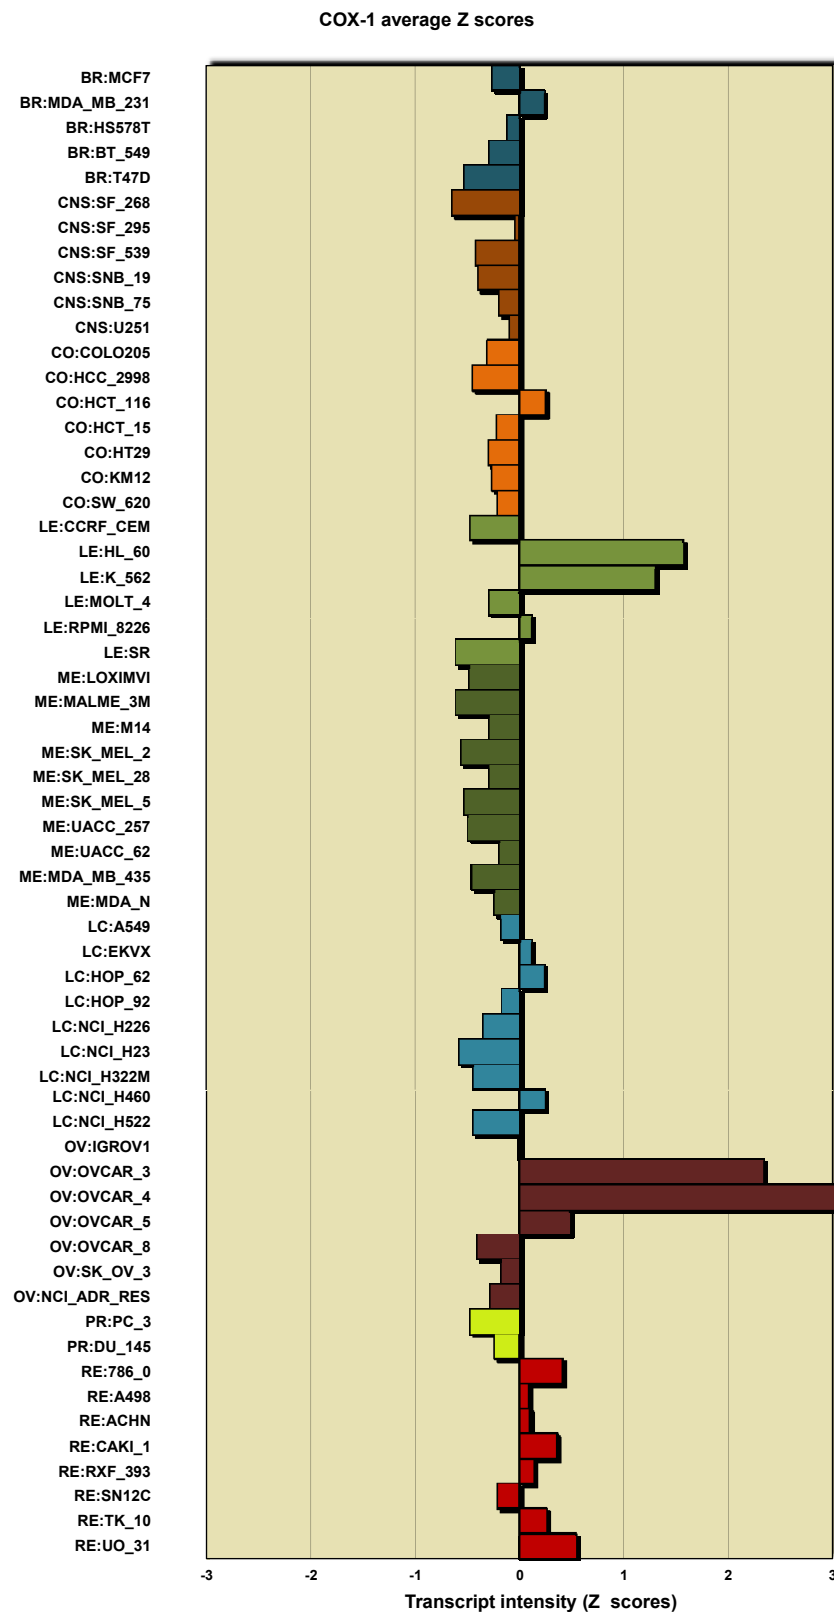

**Supplementary Table S2: Average transcript intensity COX-2 Z scores**

| Cell lines    | Average z scores |
|---------------|------------------|
| BR:MCF7       | -0.4             |
| BR:MDA_MB_231 | -0.6             |
| BR:HS578T     | 1.09             |
| BR:BT_549     | -0.43            |
| BR:T47D       | -0.5             |
| CNS:SF_268    | -0.6             |
| CNS:SF_295    | -0.43            |
| CNS:SF_539    | 1.19             |
| CNS:SNB_19    | -0.68            |
| CNS:SNB_75    | -0.03            |
| CNS:U251      | -0.36            |
| CO:COLO205    | -0.59            |
| CO:HCC_2998   | -0.23            |
| CO:HCT_116    | -0.35            |
| CO:HCT_15     | -0.65            |
| CO:HT29       | 0.51             |
| CO:KM12       | 0.17             |
| CO:SW_620     | -0.6             |
| LE:CCRF_CEM   | -0.55            |
| LE:HL_60      | -0.26            |
| LE:K_562      | -0.5             |
| LE:MOLT_4     | -0.66            |
| LE:RPMI_8226  | -0.4             |
| LE:SR         | -0.76            |
| ME:LOXIMVI    | 1.4              |
| ME:MALME_3M   | -0.54            |
| ME:M14        | 0.9              |
| ME:SK_MEL_2   | -0.59            |
| ME:SK_MEL_28  | 0.38             |
| ME:SK_MEL_5   | 0.12             |
| ME:UACC_257   | -0.6             |
| ME:UACC_62    | 0.65             |
| ME:MDA_MB_435 | -0.71            |
| ME:MDA_N      | -0.55            |
| LC:A549       | 2.29             |
| LC:EKVX       | 4.09             |

(Continued)

|                |       |
|----------------|-------|
| LC:HOP_62      | 0.89  |
| LC:HOP_92      | -0.43 |
| LC:NCI_H226    | -0.38 |
| LC:NCI_H23     | 0.79  |
| LC:NCI_H322M   | 2.14  |
| LC:NCI_H460    | 1.32  |
| LC:NCI_H522    | -0.1  |
| OV:IGROV1      | -0.54 |
| OV:OVCAR_3     | -0.32 |
| OV:OVCAR_4     | -0.55 |
| OV:OVCAR_5     | -0.44 |
| OV:OVCAR_8     | -0.57 |
| OV:SK_OV_3     | -0.62 |
| OV:NCI_ADR_RES | 1.06  |
| PR:PC_3        | 1.42  |
| PR:DU_145      | -0.62 |
| RE:786_0       | -0.63 |
| RE:A498        | -0.32 |
| RE:ACHN        | -0.41 |
| RE:CAKI_1      | -0.36 |
| RE:RXF_393     | 0.38  |
| RE:SN12C       | -0.54 |
| RE:TK_10       | -0.13 |
| RE:UO_31       | -0.32 |

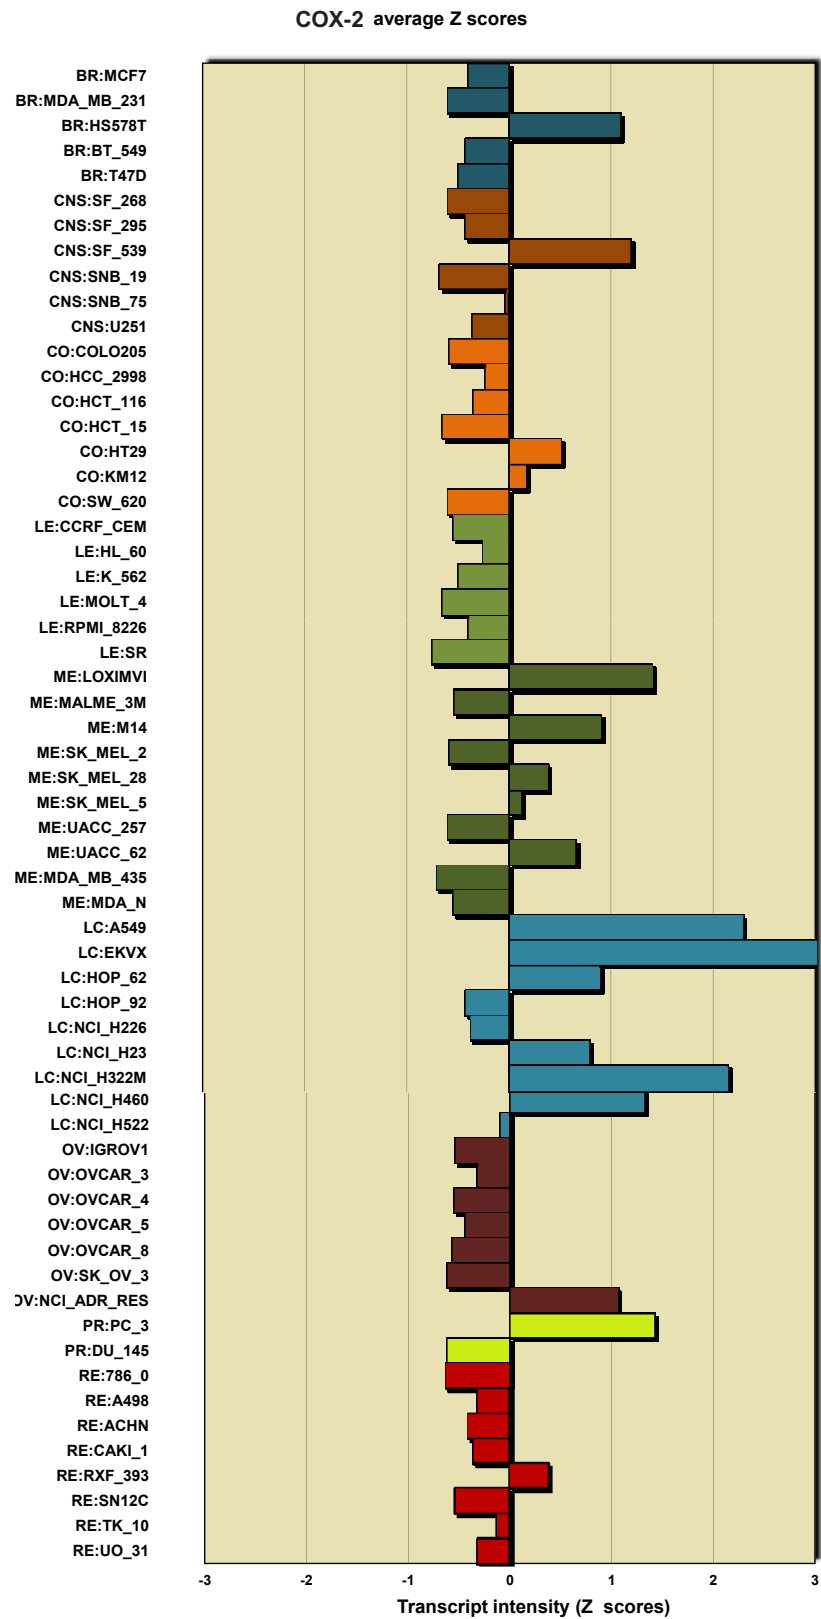

**Supplementary Table S3: Protein expression of COX-1 and COX-2 and tumor characteristics in 209 ovarian cancer patients**

| Study ID  | % COX1 | % COX2 | Tumor stage | Tumor grade | Epithelial type  |
|-----------|--------|--------|-------------|-------------|------------------|
| VOC-A-001 | 0.3    | 85.2   | IIC         | Grade 3     | mucinous         |
| VOC-A-002 | 91.8   | 72.3   | IIIC        | Grade 2     | serous/papillary |
| VOC-A-003 | 37.6   | 57.9   | IIIC        | Grade 3     | serous/papillary |
| VOC-A-004 | 25.6   | 4.8    | IIIC        | Grade 3     | serous/papillary |
| VOC-A-006 | 55.8   | 8.3    | IIIC        | Grade 3     | serous/papillary |
| VOC-A-007 | 50.1   | 31.4   | IIIC        | Grade 3     | serous/papillary |
| VOC-A-008 | 42.0   | 7.9    | IIIC        | Grade 2     | serous/papillary |
| VOC-A-009 | 64.6   | 40.7   | IIIC        | Grade 3     | serous/papillary |
| VOC-A-012 | 64.1   | 12.2   | IIIC        | Grade 2     | serous/papillary |
| VOC-A-013 | 50.8   | 42.8   | IIIC        | Grade 3     | serous/papillary |
| VOC-A-014 | 95.3   | 68.9   | IIIC        | Grade 1     | serous/papillary |
| VOC-A-015 | 38.9   | 24.1   | IIIC        | Grade 3     | serous/papillary |
| VOC-A-016 | 45.7   | 13.0   | IIIC        | Grade 3     | serous/papillary |
| VOC-A-017 | 0.4    | 98.3   | IIIC        | Grade 2     | endometrioid     |
| VOC-A-018 | 3.8    | 2.3    | IIIC        | Grade 3     | clear cell       |
| VOC-A-020 | 0.1    | 29.9   | IA          | Grade 2     | N/A              |
| VOC-A-024 | 0.0    | 0.3    | IC          | Grade 1     | N/A              |
| VOC-A-025 | 2.9    | 34.0   | unstaged    | Grade 1     | mucinous         |
| VOC-A-026 | 80.1   | 36.8   | IV          | Grade 3     | serous/papillary |
| VOC-A-027 | 73.0   | 29.2   | IIIC        | Grade 2     | serous/papillary |
| VOC-A-028 | 54.4   | 60.8   | IV          | Grade 3     | serous/papillary |
| VOC-A-030 | 89.3   | 64.2   | IIIC        | Grade 3     | serous/papillary |
| VOC-A-032 | NS     | NS     | IIIC        | Grade 3     | serous/papillary |
| VOC-A-033 | 52.1   | 4.7    | IIIC        | Grade 3     | serous/papillary |
| VOC-A-034 | 73.4   | 10.5   | IIIC        | Grade 3     | serous/papillary |
| VOC-A-036 | NS     | NS     | unstaged    | Grade 3     | serous/papillary |
| VOC-A-037 | 55.5   | 22.9   | IIIC        | Grade 2     | serous/papillary |
| VOC-A-038 | 77.6   | 28.0   | IIIC        | Grade 3     | serous/papillary |
| VOC-A-039 | 97.7   | 24.0   | IIIC        | Grade 3     | serous/papillary |
| VOC-A-040 | 62.5   | 21.3   | IIIC        | Grade 3     | serous/papillary |
| VOC-A-041 | 0.3    | 98.2   | IA          | Grade 1     | endometrioid     |
| VOC-A-042 | NS     | NS     | IC          | Grade 1     | endometrioid     |
| VOC-A-043 | 75.1   | 80.5   | IA          | Grade 3     | clear cell       |
| VOC-A-044 | 66.9   | 70.5   | IIIC        | Grade 3     | mixed            |
| VOC-A-045 | NS     | NS     | IIIB        | Grade 3     | N/A              |
| VOC-A-047 | 73.8   | 21.1   | IIIC        | Grade 3     | serous/papillary |

(Continued)

|           |      |      |          |         |                  |
|-----------|------|------|----------|---------|------------------|
| VOC-A-048 | 61.6 | 4.8  | IIIC     | Grade 3 | N/A              |
| VOC-A-052 | 0.0  | 64.8 | IA       | Grade 3 | mucinous         |
| VOC-A-053 | 56.3 | 5.7  | IIIC     | Grade 3 | serous/papillary |
| VOC-A-055 | 24.7 | 8.0  | IIC      | Grade 2 | serous/papillary |
| VOC-A-056 | 25.0 | 21.8 | IIIC     | Grade 3 | serous/papillary |
| VOC-A-057 | 92.2 | 1.8  | IV       | Grade 3 | serous/papillary |
| VOC-A-058 | 44.9 | 11.0 | IIC      | Grade 3 | serous/papillary |
| VOC-A-059 | 96.5 | 51.0 | IIIC     | Grade 3 | serous/papillary |
| VOC-A-060 | 82.7 | 26.0 | IIIC     | Grade 3 | serous/papillary |
| VOC-A-061 | 28.5 | 8.2  | IV       | Grade 2 | serous/papillary |
| VOC-A-063 | 99.2 | 20.5 | IIIB     | Grade 2 | serous/papillary |
| VOC-A-064 | 46.0 | 11.2 | IV       | Grade 2 | serous/papillary |
| VOC-A-065 | 31.7 | 45.6 | IIIC     | Grade 2 | serous/papillary |
| VOC-A-066 | 80.9 | 4.9  | IV       | Grade 2 | mixed            |
| VOC-A-067 | 17.6 | 1.8  | IIIC     | Grade 3 | serous/papillary |
| VOC-A-070 | 83.0 | 11.9 | IV       | Grade 3 | serous/papillary |
| VOC-A-071 | 79.7 | 54.8 | IIIB     | Grade 3 | serous/papillary |
| VOC-A-072 | 47.0 | 11.5 | IIIC     | Grade 2 | serous/papillary |
| VOC-A-074 | 68.2 | 48.7 | IA       | Grade 3 | other            |
| VOC-A-075 | 0.4  | 80.2 | unstaged | Grade 2 | serous/papillary |
| VOC-A-076 | 56.3 | 21.9 | IIIC     | Grade 3 | serous/papillary |
| VOC-A-078 | 45.1 | 32.8 | IC       | Grade 2 | endometrioid     |
| VOC-A-080 | 0.2  | 4.9  | IA       | Grade 3 | clear cell       |
| VOC-A-083 | 0.1  | 10.4 | IA       | Grade 3 | clear cell       |
| VOC-A-084 | 4.6  | 5.4  | IA       | Grade 3 | other            |
| VOC-A-085 | 0.1  | 99.4 | IA       | Grade 1 | mucinous         |
| VOC-A-086 | 84.6 | 53.0 | IB       | Grade 1 | serous/papillary |
| VOC-A-088 | 54.0 | 11.2 | IIIC     | Grade 3 | N/A              |
| VOC-A-090 | 51.0 | 41.9 | IIIC     | Grade 3 | serous/papillary |
| VOC-A-091 | 88.6 | 51.5 | IIIC     | Grade 3 | serous/papillary |
| VOC-A-093 | 97.2 | 25.5 | IIC      | Grade 3 | serous/papillary |
| VOC-A-094 | 20.5 | 17.9 | IIIC     | Grade 3 | serous/papillary |
| VOC-A-095 | 52.8 | 11.0 | IIIC     | Grade 3 | serous/papillary |
| VOC-A-096 | 16.3 | 0.2  | IIIC     | Grade 3 | serous/papillary |
| VOC-A-098 | 78.5 | 16.8 | IC       | Grade 3 | serous/papillary |
| VOC-A-099 | 79.2 | 80.5 | IIIB     | Grade 1 | serous/papillary |
| VOC-A-101 | 16.1 | 2.9  | IIIC     | Grade 2 | serous/papillary |
| VOC-A-102 | 78.5 | 19.3 | IV       | Grade 3 | endometrioid     |

(Continued)

|           |      |      |      |         |                  |
|-----------|------|------|------|---------|------------------|
| VOC-A-103 | 0.2  | 72.0 | IA   | Grade 3 | endometrioid     |
| VOC-A-104 | 1.8  | 36.6 | IA   | Grade 1 | endometrioid     |
| VOC-A-105 | 0.0  | 50.4 | IA   | Grade 2 | endometrioid     |
| VOC-A-106 | 1.8  | 39.1 | IC   | Grade 3 | clear cell       |
| VOC-A-107 | 90.6 | 16.8 | IV   | Grade 3 | serous/papillary |
| VOC-A-109 | 45.5 | 2.9  | IIIC | Grade 3 | mixed            |
| VOC-A-139 | 3.7  | 6.9  | IV   | Grade 3 | endometrioid     |
| VOC-A-141 | 0.4  | 33.8 | IA   | Grade 1 | endometrioid     |
| VOC-A-142 | 17.0 | 58.3 | IIIC | Grade 3 | endometrioid     |
| VOC-A-145 | 0.2  | 0.4  | IA   | Grade 3 | clear cell       |
| VOC-A-150 | 0.2  | 95.6 | IA   | Grade 1 | mucinous         |
| VOC-A-152 | 0.1  | 76.3 | IC   | Grade 1 | mucinous         |
| VOC-A-153 | 0.0  | 55.9 | IA   | Grade 1 | mucinous         |
| VOC-A-154 | NS   | NS   | IIIC | Grade 3 | mucinous         |
| VOC-A-155 | 91.9 | 59.2 | IIIC | Grade 3 | serous/papillary |
| VOC-A-156 | 11.9 | 6.1  | IV   | Grade 3 | serous/papillary |
| VOC-A-157 | 64.8 | 5.4  | IIIC | Grade 3 | serous/papillary |
| VOC-A-158 | 42.0 | 8.1  | IIIC | Grade 3 | serous/papillary |
| VOC-A-159 | 22.5 | 43.1 | IIIC | Grade 3 | serous/papillary |
| VOC-A-160 | 10.1 | 5.9  | IIIC | Grade 2 | serous/papillary |
| VOC-A-161 | 27.1 | 3.7  | IIIC | Grade 3 | serous/papillary |
| VOC-A-162 | 60.4 | 19.8 | IC   | Grade 3 | serous/papillary |
| VOC-A-163 | 57.7 | 14.9 | IIIC | Grade 3 | serous/papillary |
| VOC-A-164 | 98.1 | 29.5 | IIIC | Grade 3 | serous/papillary |
| VOC-A-165 | 94.8 | 70.1 | IA   | Grade 1 | serous/papillary |
| VOC-A-166 | 91.7 | 52.0 | IA   | Grade 1 | serous/papillary |
| VOC-A-167 | 19.9 | 80.2 | IIIC | Grade 3 | endometrioid     |
| VOC-A-170 | 1.9  | 71.8 | IC   | Grade 2 | endometrioid     |
| VOC-A-171 | 44.5 | 1.9  | IIIC | Grade 3 | endometrioid     |
| VOC-A-173 | NS   | NS   | IA   | Grade 2 | endometrioid     |
| VOC-A-174 | 24.9 | 0.2  | IC   | Grade 3 | clear cell       |
| VOC-A-178 | 4.9  | 99.8 | IA   | Grade 1 | mucinous         |
| VOC-A-179 | 0.0  | 60.4 | IIIB | Grade 1 | mucinous         |
| VOC-A-180 | 83.8 | 10.2 | IC   | Grade 3 | serous/papillary |
| VOC-A-181 | 24.1 | 58.7 | IA   | Grade 2 | serous/papillary |
| VOC-A-182 | 31.3 | 1.7  | IIIC | Grade 3 | serous/papillary |
| VOC-A-183 | 48.0 | 28.9 | IIIC | Grade 3 | serous/papillary |
| VOC-A-184 | 90.9 | 8.3  | IV   | Grade 3 | serous/papillary |

(Continued)

|           |      |      |          |         |                  |
|-----------|------|------|----------|---------|------------------|
| VOC-A-185 | 89.3 | 27.8 | IC       | Grade 2 | serous/papillary |
| VOC-A-188 | 71.8 | 14.6 | IV       | Grade 3 | serous/papillary |
| VOC-A-189 | 54.0 | 5.2  | IIIC     | Grade 3 | serous/papillary |
| VOC-A-190 | 13.6 | 4.1  | IIIC     | Grade 3 | serous/papillary |
| VOC-A-191 | 50.9 | 1.6  | IIIC     | Grade 2 | serous/papillary |
| VOC-A-192 | NS   | NS   | IIIC     | Grade 2 | serous/papillary |
| VOC-A-193 | 72.1 | 61.4 | IIA      | Grade 3 | serous/papillary |
| VOC-A-194 | 94.5 | 5.0  | IIIC     | Grade 3 | serous/papillary |
| VOC-A-195 | 23.6 | 5.7  | IIIC     | Grade 3 | serous/papillary |
| VOC-A-196 | 19.9 | 8.1  | IIIC     | Grade 2 | serous/papillary |
| VOC-A-197 | 58.6 | 6.1  | IIIA     | Grade 3 | serous/papillary |
| VOC-A-198 | 90.1 | 4.9  | IIC      | Grade 3 | mixed            |
| VOC-A-199 | 75.2 | 3.0  | IIIC     | Grade 1 | serous/papillary |
| VOC-A-200 | 23.6 | 15.1 | IV       | Grade 2 | serous/papillary |
| VOC-A-201 | NS   | NS   | IIIC     | Grade 2 | serous/papillary |
| VOC-A-202 | 86.0 | 18.9 | IB       | Grade 1 | serous/papillary |
| VOC-A-203 | 45.5 | 11.3 | IC       | Grade 1 | serous/papillary |
| VOC-A-204 | NS   | NS   | unstaged | Grade 1 | serous/papillary |
| VOC-A-205 | 90.2 | 41.3 | IIIC     | Grade 3 | serous/papillary |
| VOC-A-206 | 71.4 | 34.9 | IA       | Grade 1 | serous/papillary |
| VOC-A-207 | NS   | NS   | IIB      | Grade 3 | serous/papillary |
| VOC-A-208 | 96.1 | 22.8 | IIIC     | Grade 3 | endometrioid     |
| VOC-A-209 | 81.3 | 66.3 | IC       | Grade 1 | endometrioid     |
| VOC-A-210 | 4.9  | 95.5 | IC       | Grade 3 | clear cell       |
| VOC-A-212 | 0.9  | 8.7  | IIIC     | Grade 3 | other            |
| VOC-A-214 | 0.1  | 44.8 | IIIC     | Grade 3 | N/A              |
| VOC-A-215 | 0.0  | 52.6 | IIIC     | Grade 3 | mucinous         |
| VOC-A-216 | 0.2  | 66.6 | IC       | Grade 1 | mucinous         |
| VOC-A-217 | 65.7 | 41.9 | IA       | Grade 1 | serous/papillary |
| VOC-A-218 | 98.5 | 54.7 | IC       | Grade 1 | serous/papillary |
| VOC-A-219 | 71.3 | 18.4 | IV       | Grade 3 | serous/papillary |
| VOC-A-221 | 48.7 | 18.0 | IIIC     | Grade 3 | serous/papillary |
| VOC-A-222 | 77.9 | 2.6  | IIIC     | Grade 3 | serous/papillary |
| VOC-A-223 | 36.5 | 57.6 | IV       | Grade 3 | serous/papillary |
| VOC-A-224 | 28.1 | 17.0 | IIIC     | Grade 2 | serous/papillary |
| VOC-A-225 | 18.3 | 79.0 | IC       | Grade 2 | serous/papillary |
| VOC-A-226 | 40.8 | 4.9  | IIIC     | Grade 3 | serous/papillary |
| VOC-A-227 | NS   | NS   | unstaged | Grade 2 | serous/papillary |

(Continued)

|           |      |      |      |         |                  |
|-----------|------|------|------|---------|------------------|
| VOC-A-228 | 35.5 | 12.0 | IIIC | Grade 2 | serous/papillary |
| VOC-A-229 | NS   | NS   | IIIC | Grade 1 | serous/papillary |
| VOC-A-230 | 13.3 | 30.2 | IV   | Grade 3 | serous/papillary |
| VOC-A-231 | 0.4  | 31.7 | IC   | Grade 2 | endometrioid     |
| VOC-A-232 | 31.5 | 6.4  | IIIC | Grade 3 | endometrioid     |
| VOC-A-233 | 3.8  | 65.2 | IIIC | Grade 2 | endometrioid     |
| VOC-A-234 | 22.9 | 3.7  | IIIA | Grade 3 | endometrioid     |
| VOC-A-236 | 1.5  | 7.7  | IIIC | Grade 3 | clear cell       |
| VOC-A-237 | 80.8 | 6.8  | IIIC | Grade 2 | serous/papillary |
| VOC-A-238 | 20.7 | 93.1 | IA   | Grade 1 | serous/papillary |
| VOC-A-239 | 83.0 | 93.4 | IC   | Grade 1 | serous/papillary |
| VOC-A-240 | 2.7  | 71.1 | IIA  | Grade 3 | endometrioid     |
| VOC-A-241 | 56.1 | 31.4 | IIIC | Grade 1 | serous/papillary |
| VOC-A-242 | 0.0  | 1.9  | IIIA | Grade 3 | endometrioid     |
| VOC-A-243 | 23.9 | 3.0  | IIIC | Grade 2 | serous/papillary |
| VOC-A-244 | 38.1 | 7.8  | IIIC | Grade 3 | serous/papillary |
| VOC-A-245 | 73.0 | 10.5 | IV   | Grade 3 | serous/papillary |
| VOC-A-246 | 100  | 25.6 | IIIC | Grade 2 | serous/papillary |
| VOC-A-247 | 22.9 | 4.1  | IIIC | Grade 2 | serous/papillary |
| VOC-A-248 | 5.0  | 3.1  | IIIC | Grade 3 | endometrioid     |
| VOC-A-249 | NS   | NS   | IIIC | Grade 3 | serous/papillary |
| VOC-A-250 | 21.8 | 8.0  | IIIB | Grade 3 | serous/papillary |
| VOC-A-251 | 41.9 | 5.8  | IIIC | Grade 2 | serous/papillary |
| VOC-A-252 | 77.9 | 18.4 | IIIC | Grade 2 | serous/papillary |
| VOC-A-253 | 38.4 | 10.5 | IIIC | Grade 3 | serous/papillary |
| VOC-A-254 | 23.1 | 2.9  | IIIC | Grade 2 | serous/papillary |
| VOC-A-255 | 64.5 | 6.7  | IIIC | Grade 3 | serous/papillary |
| VOC-A-256 | 9.1  | 4.0  | IIIC | Grade 3 | other            |
| VOC-A-257 | 44.2 | 16.4 | IV   | Grade 3 | serous/papillary |
| VOC-A-258 | 4.6  | 58.9 | IA   | Grade 2 | mucinous         |
| VOC-A-259 | 80.5 | 67.0 | IIIA | Grade 1 | serous/papillary |
| VOC-A-260 | 17.8 | 8.7  | IIIC | Grade 1 | serous/papillary |
| VOC-A-261 | 10.7 | 66.9 | IIIA | Grade 1 | mixed            |
| VOC-A-262 | 68.6 | 37.1 | IV   | Grade 3 | serous/papillary |
| VOC-A-263 | 47.6 | 70.9 | IA   | Grade 1 | serous/papillary |
| VOC-A-264 | 21.1 | 26.6 | IC   | Grade 2 | serous/papillary |
| VOC-A-265 | 15.7 | 22.7 | IC   | Grade 2 | endometrioid     |
| VOC-A-266 | 66.8 | 47.0 | IA   | Grade 1 | serous/papillary |

(Continued)

|           |             |             |      |         |                  |
|-----------|-------------|-------------|------|---------|------------------|
| VOC-A-267 | <b>73.8</b> | <b>1.9</b>  | IIIC | Grade 3 | serous/papillary |
| VOC-A-268 | <b>14.9</b> | <b>66.5</b> | IIIC | Grade 3 | serous/papillary |
| VOC-A-269 | <b>0.3</b>  | <b>10.1</b> | IA   | Grade 2 | endometrioid     |
| VOC-A-270 | <b>99.7</b> | <b>83.7</b> | IIIC | Grade 3 | serous/papillary |
| VOC-A-271 | <b>26.6</b> | <b>30.8</b> | IIIC | Grade 2 | serous/papillary |
| VOC-A-272 | <b>0.9</b>  | <b>2.1</b>  | IA   | Grade 1 | mucinous         |
| VOC-A-273 | <b>92</b>   | <b>78</b>   | IIIC | Grade 3 | serous/papillary |
| VOC-A-274 | <b>1.8</b>  | <b>4.7</b>  | IA   | Grade 3 | other            |
| VOC-A-275 | <b>89.0</b> | <b>71.6</b> | IC   | Grade 1 | serous/papillary |
| VOC-A-276 | <b>98.2</b> | <b>5.9</b>  | IIIC | Grade 2 | serous/papillary |
| VOC-A-277 | <b>4.1</b>  | <b>20.8</b> | IIIC | Grade 3 | endometrioid     |
| VOC-A-278 | <b>26.0</b> | <b>2.6</b>  | IIIC | Grade 2 | serous/papillary |
| VOC-A-279 | <b>58.5</b> | <b>31.0</b> | IIIC | Grade 3 | serous/papillary |
| VOC-A-280 | <b>69.0</b> | <b>33.7</b> | IIIC | Grade 2 | serous/papillary |
| VOC-A-281 | <b>53.4</b> | <b>6.0</b>  | IV   | Grade 3 | serous/papillary |
| VOC-A-282 | <b>100</b>  | <b>23.9</b> | IIIC | Grade 2 | serous/papillary |
| VOC-A-283 | <b>98.5</b> | <b>80.9</b> | IIIC | Grade 3 | mixed            |
| VOC-A-284 | <b>14.0</b> | <b>2.8</b>  | IIIC | Grade 3 | serous/papillary |
| VOC-A-285 | <b>4.8</b>  | <b>5.3</b>  | IIIC | Grade 3 | N/A              |
| VOC-A-286 | <b>0.4</b>  | <b>89.0</b> | IIIC | Grade 2 | mucinous         |
| VOC-A-287 | <b>12.1</b> | <b>5.9</b>  | IIIC | Grade 3 | serous/papillary |

Values are percentage of tumor cells staining positive for COX-1 or COX-2 by automated image analysis. NS = no spot. N/A represent tumors of non-epithelial origin.

**Supplementary Table S4: List of Taqman used for QPCR analysis**

| Gene symbol | Common gene name | Life Technologies identifier |
|-------------|------------------|------------------------------|
| PTGS1       | COX-1            | Hs00377726_m1                |
| PTGS2       | COX-2            | Hs01573469_m1                |
| CDKN1A      | p21              | Hs00355782_m1                |
| CCND1       | cyclin D1        | Hs00765553_m1                |
| VEGFC       | VEGFC            | Hs00153458_m1                |
| CDH2        | N-cadherin       | Hs00983056_m1                |
| SNAI1       | SNAIL            | Hs00195591_m1                |
| MMP7        | MMP7             | Hs01042796_m1                |
| MMP2        | MMP2             | Hs01548727_m1                |
| FN1         | Fibronectin      | Hs00365052_m1                |
| CDH1        | E-cadherin       | Hs01023894_m1                |
| GAPDH       | GAPDH            | Hs02758991_g1                |

How the deposited data were processed for this re-analysis (not part of the article)

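RNA-seq measured gene expression in OV3/SCR and OV3/COX1KD cells, stable OVCAR-3 clones carrying a scrambled shRNA or an shRNA targeting COX-1, in 3 libraries per condition from independent passages. The authors aligned reads to hg19 with TopHat2, counted reads per gene with HTSeq and deposited raw counts without normalization. Which gene annotation was used, and whether the counting used strand, the paper's text does not name. The condition and replicate number of each library came from the labels and the clone numbers from the legend of Supplementary Fig. S3. The replicate numbers 1 to 3 of the labels were taken as a possible pairing of the conditions.

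The counts were analysed in R 4.3.3 with edgeR 4.0.16. Library totals lay between 25291505 and 27391538 counts. Libraries were scaled by TMM, genes were kept by filterByExpr (17309 of 34811 genes), and OV3/COX1KD was compared with OV3/SCR by glmQLFit and glmQLFTest, with the condition as the only factor and Benjamini-Hochberg adjustment over the kept genes. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. The common dispersion was 0.00103, a biological coefficient of variation of 3.21%, which describes passages of 1 clone per condition and not the spread between clones. Thresholds followed the paper, an FDR under 0.01 with a fold change above 2.5 for changed genes, and an FDR under 0.01 with a log2 fold change beyond 0.5 for the colours of its figures, without parting the light from the dark colours. The colour drawn for each gene was read by eye from the figures. Genes outside the filter were counted as having no call. A fold change against a condition whose libraries all had 3 counts or fewer was computed against 3 counts and given as a lower bound, and none was given where both conditions were at or under 3 counts, as for PTGS2, or where only 1 library of the 6 was above 3 counts, as for PTGER1.

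Genes named in the text are those that the paper's text or Figs. 3C, 4A and S4 name, and outside those the 5 largest rises and 5 largest falls among genes with an FDR under 0.01, a mean log2 CPM of at least 1 and the same direction in all 3 same-numbered pairs. Some genes that the paper names are not reported here. The 5 gene lists were tested with camera of limma 3.58.1, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists.

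The alternatives chosen before the data were examined were RLE size factors, total count scaling, no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0 without and with its normal prior, the replicate number as a block, leaving out each library in turn, and glmTreat for the counts above a fold change of 2.5. Offsets for GC content and gene length, these offsets with the replicate block, and DESeq2 with no filter were chosen after seeing the data. Coordinates and gene lengths were taken from GENCODE 44 lifted to GRCh37, the build of hg19, in which 33556 of the 34811 genes had an entry.

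The scripts were tested on simulated data, counts drawn for 17309 genes from the means and library sizes of the real libraries with 200 genes changed. The edgeR test recovered 144 of the 200 changed genes at an FDR under 0.01 and called 2 unchanged genes. It recovered 73 of 73 genes changed by 1.5 on the log2 scale and 55 of 68 changed by 0.5 when their mean log2 CPM was at least 1, and 16 of 27 and 0 of 32 below that abundance. The limit first set on the overall share recovered was not met, and after that was seen it was replaced by a limit on large changes of abundant genes. Small changes of scarce genes were therefore not recovered in this simulation. Only 200 genes were changed there, while 8293 genes passed an FDR of 0.01 in the real libraries. The same FDR therefore asked for a smaller unadjusted p in the simulation. Its recovery does not set the limit for the real libraries. The WebGestalt enrichment, the Western blots, the QPCR and the tumor and cell line panels of the paper were not analysed here.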

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

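The tests of the stretch of chromosome 8 for GC content, chance and clones, and of the 10 genes for clones, were chosen only after the result was seen.

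Genes that the paper does not discuss were examined, since a large change among them is a signal it did not report. The 5 largest rises in OV3/COX1KD outside the named genes were MFAP2 (5.28 on the log2 scale), GABRG1 (5.25), FAM84A (3.57), FMO2 (3.44) and UBB (3.23), and the 5 largest falls were DUPD1 (-4.66), SIM1 (-3.59), CRYAB (-3.59), RCAN2 (-3.57) and CPA4 (-3.55), among genes with an FDR under 0.01, enough abundance and one direction in all 3 same-numbered pairs. MFAP2 went from 4, 8 and 4 counts in OV3/SCR to 202, 205 and 217 in OV3/COX1KD, and CPA4 from 1252, 1219 and 1229 to 108, 93 and 108. With GC and length offsets 10 of the 10 passed an FDR of 0.01 in the same direction. The direction held in the 6 fits that left out a library for 10 of them, an outcome favoured by the choice of genes with one direction in the pairs. A change of the chromosome region was tested with the neighbours within 1 Mb that had a mean log2 CPM of at least 1, and 0 of the 10 genes had neighbours with a median log2 fold change over 0.5 on the same side. GABRG1 and FAM84A had only 2 such neighbours each and FMO2 had 5, so their medians say little about the region. One clone was sequenced per condition (clones per condition: 1), so these changes cannot be told apart from a difference between the clones unrelated to the knockdown. Reads shared with paralogs or pseudogenes were not weighed for these genes.

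Along the genome, 77 genes between 91634223 and 118552501 on chromosome 8 of GRCh37 had a median log2 fold change of 0.35 above that of all genes, and 85.7% of them were higher than the median of all genes. The stretch was found by running medians of 51 neighbouring genes with a mean log2 CPM above 2. In the 3 same-numbered pairs the difference was 0.34, 0.40 and 0.34. With GC and length offsets the median over the same bounds was 0.33, and the stretch that passed shrank to 95649513 to 116821899. Permuted gene orders reached a window as far from 0 with p = 0.001, the smallest p that 1000 permutations can give. The 26 most abundant genes in the stretch had a median of 0.51, the 25 in the middle 0.39 and the 26 least abundant 0.17, so the rise was not carried by genes with few counts and was smaller in scarce genes. A candidate explanation is a copy number difference between the clones. RNA counts do not measure copy number, so it was neither shown nor excluded. With 1 clone per condition, the rise cannot be assigned to the knockdown either.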

How the results depend on the processing

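The count of 8293 genes with an FDR under 0.01 stayed within 1.5 times under every alternative, from 6763 with DESeq2 and no filter, a setting chosen after seeing the data, to 8989 without OV3/COX1KD replicate 2. The replicate block gave 8233 genes, 8117 of them shared in direction with the fit without it, and the correlation of same-numbered libraries was 0.019 with TMM and 0.019 with RLE size factors. Total count scaling changed the split of the called genes, from 53.9% higher to 41.0% higher, and GC and length offsets gave 49.2% higher with and without the replicate block.

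The counts at a fold change above 2.5, 274 higher and 405 lower, moved to 172 and 228 with at least 10 counts in every library, to 157 and 215 with the prior of DESeq2, which shrinks fold changes, and to 82 and 130 with glmTreat. They were 346 and 530 without the filter on low counts, and 235 and 468 with total count scaling. The cause of these shifts, apart from the prior, was not tested. Across the 6 fits that each left out one library they ranged from 272 to 294 higher and 395 to 547 lower.

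PTGS1 stayed lower with an FDR under 0.01 under all alternatives, with log2 fold changes from -0.53 to -0.41. The number of genes with the drawn call in Supplementary Fig. S4A, 4, was 7 with total count scaling and 7 with GC and length offsets, with and without the replicate block, both chosen after seeing the data. ID1, ID2 and JUNB, which lie close to the log2 fold change of -0.5, gained the drawn call there. The numbers for Figs. 3C, 4A, S4B and S4C stayed within 1.5 times.

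Of the gene lists, the epithelial list stayed higher past the threshold in every setting run. The mitosis list, with a median log2 fold change of 0.16, lost significance with total count scaling (0.082), with at least 10 counts in every library (0.14), with GC and length offsets (0.093) and with these offsets and the replicate block (0.091). The p53 target list passed the threshold only without the filter on low counts (0.28). With one library left out at a time, the DNA replication list ranged from -0.15 to -0.12 and lost significance without OV3/COX1KD replicate 2, and the interferon-stimulated list ranged from -0.12 to 0.061, reversing its sign without OV3/COX1KD replicate 1. For these lists the cause was not tested.

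Among the 92 single genes recomputed under the alternatives, 0 reversed, 10 lost significance in at least 1 setting and 8 gained it. The 92 left out some genes of the figures. Of these, CDKN2A, SMAD2, TSC22D1 and PTX3 passed an FDR of 0.01 by edgeR and lost it in at least 1 setting. Their largest FDRs over the alternatives set before the data were examined were 0.186, 0.0142, 0.142 and 0.0387. Depth limited PTGS2, for which no fold change is given under any setting, and PTGES, PTGER1, PTGER3 and MMP1, which the filter removed. The alternatives for normalized values (pseudocount) did not apply, since the values are counts.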

Differences from the paper's values

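For COX-1, the log10 of the paper's FDR is about -11 in Supplementary Fig. S3A, read by eye, and the log10 of the edgeR FDR was -5.87. The FDR ranged from 1.9e-10 to 3.9e-05 by edgeR and DESeq2 over the alternatives set before the data were examined, none of which closed the gap. The paper's log2 fold change of COX-1, read by eye from a figure, is about -0.53. The edgeR value of -0.45 was not counted as differing from it, and total count scaling gave -0.53. It was counted as differing without the filter on low counts (-0.43), without OV3/SCR replicate 1 (-0.41) and without OV3/COX1KD replicate 1 (-0.42).

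The paper's QPCR in Supplementary Fig. S3B, another assay of the same cells, gave COX-1 mRNA at about 27% of the control, read by eye, against 73.3% in the RNA-seq counts, VEGFC at about 15% against 26.7%, MMP2 at about 20% against 38.0% and MMP7 at about 3% against 7.24%. None of the alternatives set before the data were examined closed the gap for COX-1, VEGFC or MMP2. For MMP7, leaving out OV3/COX1KD replicate 2 gave 6.04%, a difference from the paper's value smaller than the SD of the replicate pairs, and at least 10 counts in every library gave no value. In the same QPCR, read by eye, CCND1 was at about 33% against 34.9%, CDH1 180% against 181% and CDKN1A 250% against 219%. CDH2 was at about 17% against 22.8% and SNAI1 at about 66% against 82.8%. CCND1, CDH1, CDKN1A, CDH2 and SNAI1 were not counted as differing in the main fit or under these alternatives.

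The drawn colours were read by eye, so a misread colour cannot be excluded for the genes below. The paper draws TGFBR1 as lower and TGFBR2 as higher in Fig. 4A, and the counts gave the opposite directions, 0.19 for TGFBR1 and -0.16 for TGFBR2. SMAD5 is drawn as lower and had a log2 fold change of 0.087 (edgeR FDR = 0.105, with edgeR and DESeq2 FDRs from 0.00429 to 0.875 over the alternatives). TGFBR3 and CXCL16 are drawn as unchanged and were higher, by 0.64 and 1.03. No setting that was run gave these 5 genes the drawn call.

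In all, 36 genes of the figures did not have the drawn call at the thresholds of the legends, and 8 of them had it under at least 1 setting. PTGS1 (-0.53) and MMP9 (-0.64) had it with total count scaling, and ID1, ID2, JUNB and ICAM1 with total count scaling and with GC and length offsets, with and without the replicate block, the offsets being chosen after seeing the values. JUNB also had it without OV3/COX1KD replicate 3, and ICAM1 without OV3/SCR replicate 2 or without OV3/COX1KD replicate 1 or 3. MMP1 had it without the filter on low counts, with DESeq2 and no filter, which was chosen after seeing the values, and in 4 of the 6 fits that left out a library, the exceptions being those without OV3/SCR replicate 2 or 3. STAT5A had it without the filter.

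The lists of genes without the drawn call below leave out the 8 genes named above, which had it under some setting. Genes drawn as lower that moved down with an FDR under 0.01 and a smaller change than the legend's were CDK2 (-0.16), PCNA (-0.23), E2F1 (-0.33), VEGFA (-0.31), PLAUR (-0.27), TGFB2 (-0.26), IKBKB (-0.26), CHUK (-0.16), ATF4 (-0.40) and FAS (-0.22), and genes drawn as higher with a smaller rise were CDKN1B (0.12), EPCAM (0.40) and SMAD1 (0.38). Genes drawn as lower whose fall did not pass an FDR of 0.01 in the main edgeR test were PTGER4 (-0.45), SNAI1 (-0.27), MAP3K14 (-0.25), BGLAP (-0.89), TGIF1 (-0.074), COL1A2 (-0.51), NR4A2 (-0.29) and BCL2L1 (-0.10). Of these, MAP3K14, TGIF1, NR4A2 and BCL2L1 passed it under at least 1 alternative set before the data were examined. Their smallest FDRs there were 0.00980, 6.6e-04, 0.00489 and 7.7e-05. PTGER1 and TGFBI, drawn as lower, were too scarce to be tested. Among genes with the drawn direction, the shade differed for BMP5 (1.65), drawn in the light colour, CXCL2 (-0.98), drawn dark, CXCL3 (-1.87), drawn light, and TGFB1I1 (-0.86), drawn dark.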

Other observations

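The tests of PTGS1's chromosome region were chosen only after the result was seen.

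Whether the counts of changed genes could arise from any grouping of the libraries was tested with the 10 splits of the 6 libraries into 3 and 3. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave as many genes with an FDR under 0.01, as many higher, as many lower, and as many higher or lower with a fold change above 2.5. The other 3 of these splits, and the 6 that part 1 pair, gave 0 genes each, with 76 to 230 genes at an unadjusted p under 0.05. Each of these other splits puts libraries of both conditions in both groups, so the difference between the conditions widens the spread within groups. Few calls were thus favoured in advance, and the 0 genes are no evidence against a chance result. With so few splits the share cannot fall under 0.05, and the splits do not part the clone from the knockdown.

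Gene lists of 5 kinds were tested. The epithelial list of 18 genes had a median log2 fold change of 0.60 (camera with Benjamini-Hochberg adjustment over 5 lists, FDR = 2.9e-14, replicate block FDR = 7.4e-14), with 16 genes higher. 1 of the 4 splits, the real one, gave a camera p as small. The DNA replication list of 32 genes was lower by a median of -0.14 (camera FDR = 0.0389, replicate block FDR = 0.0419), with 26 genes lower, and the mitosis list of 22 genes was higher by 0.16 (camera FDR = 0.0389, replicate block FDR = 0.0419), with 18 genes higher. For each of these lists 2 of the 4 splits gave a camera p as small. The unadjusted camera p was 0.023 in the real split for both lists. In the other splits of these 4 it was at smallest 0.0099 for DNA replication and 0.00078 for mitosis. Each of the other splits still sets 2 libraries of a condition against 1 and so carries part of the difference between the conditions. Whether that part gave the smaller p was not tested, so the splits do not set these 2 lists apart from other groupings. The p53 target list, 0.26 (camera FDR = 0.217, replicate block FDR = 0.218), and the interferon-stimulated list, -0.062 (camera FDR = 0.864, replicate block FDR = 0.868), did not pass the threshold of 0.05, with 10 of 16 genes higher and 10 of 19 lower, and 2 and 3 of the 4 splits gave a camera p as small. Of the 6 splits that part 1 pair, 3 did so for DNA replication, 3 for mitosis and 0 for the epithelial list.

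The fall of PTGS1 was set against its chromosome region. The 31 tested genes within 2 Mb with a mean log2 CPM of at least 1 had a median log2 fold change of 0.28, the opposite side, so a loss of the region does not account for the fall. With GC and length offsets the log2 fold change of PTGS1 was -0.43. A knockdown of the transcript remains a candidate explanation, and a difference between the clones cannot be excluded.

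Ribosomal protein genes were higher in OV3/COX1KD, with a median log2 fold change of 0.42 over 79 genes and 72 of them higher. The median was 0.35 with total count scaling and 0.42 with RLE size factors. The 12 tested mitochondrially encoded genes were all lower, with a median of -0.27, -0.34 with total count scaling and -0.27 with RLE size factors. They took 6.82% to 7.73% of the counts in OV3/SCR libraries and 5.53% to 6.68% in OV3/COX1KD libraries. With GC and length offsets the medians were 0.39 for the ribosomal protein genes and -0.30 for the mitochondrially encoded genes. These sets and the offsets were chosen after the values were seen.

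Running medians also passed the level of permuted gene orders on chromosome 19 from 1241745 to 2096672, with a lowest window median of -0.30, on chromosome 4 from 2229191 to 4249950, with -0.36, and in shorter stretches of chromosomes 5, 8 and 19. With GC and length offsets the stretch of chromosome 19 shrank to windows in 1457669 to 1568324 and 1597168 to 1780987, with a lowest median of -0.25, that of chromosome 4 ended at 3245684, with -0.30, and no stretch of chromosome 5 passed. GAPDH, the internal standard of the paper's QPCR, had a log2 fold change of 0.12 by edgeR (FDR = 3.9e-04, replicate block FDR = 7.4e-04), higher in 3 of 3 same-numbered pairs, and 0.044 with total count scaling, which did not pass the threshold, nor did 0.13 with GC and length offsets (edgeR FDR = 0.0627, and 1.1e-06 to 0.162 over the settings run).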
